# Glucocorticoids coordinate macrophage metabolism through the regulation of the tricarboxylic acid cycle

**DOI:** 10.1016/j.molmet.2021.101424

**Published:** 2021-12-22

**Authors:** Ulrich Stifel, Eva-Maria Wolfschmitt, Josef Vogt, Ulrich Wachter, Sabine Vettorazzi, Daniel Tews, Melanie Hogg, Fabian Zink, Nora Maria Koll, Sandra Winning, Rémi Mounier, Bénédicte Chazaud, Peter Radermacher, Pamela Fischer-Posovszky, Giorgio Caratti, Jan Tuckermann

**Keywords:** Immunometabolism, TCA Cycle, Macrophage, Glucocorticoids, Succinate

## Abstract

**Objectives:**

Glucocorticoids (GCs) are one of the most widely prescribed anti-inflammatory drugs. By acting through their cognate receptor, the glucocorticoid receptor (GR), GCs downregulate the expression of pro-inflammatory genes and upregulate the expression of anti-inflammatory genes. Metabolic pathways have recently been identified as key parts of both the inflammatory activation and anti-inflammatory polarization of macrophages, immune cells responsible for acute inflammation and tissue repair. It is currently unknown whether GCs control macrophage metabolism, and if so, to what extent metabolic regulation by GCs confers anti-inflammatory activity.

**Methods:**

Using transcriptomic and metabolomic profiling of macrophages, we identified GC-controlled pathways involved in metabolism, especially in mitochondrial function.

**Results:**

Metabolic analyses revealed that GCs repress glycolysis in inflammatory myeloid cells and promote tricarboxylic acid (TCA) cycle flux, promoting succinate metabolism and preventing intracellular accumulation of succinate. Inhibition of ATP synthase attenuated GC-induced transcriptional changes, likely through stalling of TCA cycle anaplerosis. We further identified a glycolytic regulatory transcription factor, HIF1α, as regulated by GCs, and as a key regulator of GC responsiveness during inflammatory challenge.

**Conclusions:**

Our findings link metabolism to gene regulation by GCs in macrophages.

## Highlights

• Glucocorticoids regulate a network of genes associated with cellular metabolism in macrophages.
• Glucocorticoids affect the macrophage metabolome, converging on reactive oxygen species and tricarboxylic acid.
• Glucocorticoids mediate Tricarboxylic acid cycle anaplerosis at the glutamine-α-ketoglutarate pathway and this is required for anti-inflammatory gene regulation by glucocorticoids.
• Glucocorticoids prevent Lipopolysaccharide-induced succinate accumulation, and HIF1α stabilization.

## 1 Introduction

Glucocorticoids (GCs) are among the most potent anti-inflammatory agents known [1]. Since their discovery in the 1950s, GCs are still used by clinicians to treat various inflammatory disorders, such as rheumatoid arthritis, lupus, sepsis, and acute lung injury associated with SARS-COV-2 infection [[2], [3], [4], [5]]. Innate immune cells, such as macrophages, are a major target of GC therapy [6], but the mechanisms by which GCs inhibit the inflammatory activation in macrophages are still not fully understood.

GCs signal through the glucocorticoid receptor (GR), a ligand-activated transcription factor, which regulates gene expression. GR activates various anti-inflammatory genes such as *Gilz* (*Tsc22d3*) and *Dusp1* [7,8] while repressing the expression of pro-inflammatory cytokines, e.g. *Tnf* [9]. However, merely suppressing cytokine production alone is not sufficient for the anti-inflammatory actions of GR, suggesting other important mechanisms at play. We and others have proposed the induction of anti-inflammatory genes as a key aspect of GR suppression of inflammation [[10], [11], [12], [13], [14]]; however, whether GCs regulate macrophage metabolism has been overlooked.

Although it is well documented that GCs control the metabolic functions of various tissues (e.g. liver and adipose [15, 16]), and there are reports of GCs regulating mitochondrial function in neuronal cells [17, 18], the contribution of GCs to the cellular metabolism of macrophages remains an intriguing question. Metabolic regulation in macrophages has recently become an area of interest due to metabolic rewiring driving both pro- and anti-inflammatory processes [[19], [20], [21]]. Activation of pro-inflammatory macrophages results in an increase in glycolysis, pentose-phosphate shunt, and mitochondrial dysfunction [22],while treatment with anti-inflammatory cytokines such as IL-4 promotes mitochondrial functionality and network connectivity and the switch to more oxidative metabolism [22]. Inflammatory signals influence mitochondrial function, leading to increased ROS production and the accumulation of tricarboxylic acid cycle (TCA) intermediates, which have downstream effects on macrophage function. For example, succinate stabilizes HIF1α expression, while itaconate acts as a negative feedback loop on inflammation [23,24].

Here, we analyzed the macrophage transcriptome and metabolome in response to lipopolysaccharide (LPS) and GC treatment *in vitro*. We identified the pathways involved in TCA cycle functionality under control of GCs, which prevent the accumulation of succinate and reactive oxygen species. Inhibition of mitochondrial functionality or addition of exogenous succinate inhibits GC transcriptional actions through a HIF1α-GR regulatory axis.

## 2 Results

### 2.1 Glucocorticoids regulate genes involved in cellular metabolism

In order to assess whether GCs potentially regulate the metabolic pathways under inflammatory conditions, we analyzed RNA-seq from bone marrow-derived macrophages (BMDMs) treated with vehicle (DMSO), dexamethasone (Dex, 100 nM), LPS (lipopolysaccharide, 100 ng/ml) or LPS + dex for 24 h. 

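Bone marrow-derived macrophages of wild-type mice were cultured for 24 h with vehicle, 100 nM Dex, 100 ng/ml LPS or LPS + Dex, and 1 library was sequenced per culture. The authors deposited FPKM values (fragments per kilobase of gene, scaled to the number of fragments in the library) for Ensembl gene identifiers, 46488 of which have a symbol in the mouse annotation used here (GENCODE release M21, GRCm38). The alignment program, the counting program and the authors' genome build are not given in the sources used here. Vehicle, Dex and LPS + Dex have 3 replicates each and LPS has 2 (replicates 2 and 3), 11 libraries in all. The z-scores of Supplementary Table 1 identify replicates 2 and 3 of each treatment as the 8 libraries of that table. They equal, within 5.0e-06, z-scores of the FPKM of those libraries multiplied by the library totals. Vehicle replicate 1, Dex replicate 1 and LPS + Dex replicate 1 are not in that table, and the paper's text gives no reason.

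Because FPKM values of weakly expressed genes move in steps of 1 fragment, library totals were read from those steps. They were 16805391 to 19973568 fragments for vehicle (median 18389603), 15942581 to 18899907 for Dex (median 18532646) and 18408669 to 28176237 for LPS + Dex (median 22922302), and 21260398 and 23821663 for LPS. With these totals, 57.1% to 63.8% of the genes under 10 fragments came out as whole fragments within 0.001, with gene lengths from the annotation used here. Why the others did not was not tested. A gene of 1 kb gains 0.0355 to 0.0627 FPKM per fragment, depending on the library.

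A single gene, Saa3 (an acute-phase serum amyloid), took 18.1% and 24.0% of the FPKM sum in LPS + Dex replicates 2 and 3 and 16.0% in LPS + Dex replicate 1. It took 7.12% and 7.20% in the LPS libraries and at most 0.224% in the vehicle and Dex libraries. The median log2 fold change of all genes was −0.18 for LPS against vehicle and −0.22 for LPS + Dex against vehicle, but −0.03 for LPS + Dex against LPS (−0.10 in the 8 libraries of the table).

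Fold changes were computed on log2(FPKM + 1), a scale that understates changes of weakly expressed genes. The 4 wild-type groups were fitted together with limma (trended empirical Bayes, 2-sided), for genes with a mean FPKM of at least 1, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. Values over the 8 libraries of Supplementary Table 1 are given first, followed by values over the 11 libraries.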

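Between LPS and LPS + Dex, 3065 of 11425 genes passed the adjusted threshold in the 8 libraries of Supplementary Table 1, 1304 higher and 1761 lower with LPS + Dex. At an unadjusted p under 0.05 the limma fit gave 4584 genes, 1919 higher and 2665 lower. Over the 11 libraries 3311 of 11471 genes passed the adjusted threshold, 1600 higher and 1711 lower, and 2701 of these were also called in the 8 libraries. The unadjusted count was then 4472, of which 2186 were higher and 2286 lower. The alternative that moved the adjusted count most was a linear model per gene without moderation on the LPS and LPS + Dex libraries alone, which called 733 genes. LPS has only 2 libraries, and each matters for the count: 1992 genes were called without LPS replicate 2 and 2185 without LPS replicate 3, where the lone LPS library is assumed to vary like the other groups.

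The genes with the largest changes were taken from those whose LPS + Dex libraries all lay on one side of both LPS libraries. Hp (ENSMUSG00000031722, chromosome 8 from 109575128 to 109579172), which encodes haptoglobin, had 97.5 ± 33.2 FPKM (SD, n = 2) with LPS and 15359 ± 2604 FPKM (SD, n = 2) with LPS + Dex. LPS + Dex replicate 1 had 12453 FPKM. The log2 fold change of Hp was 7.32 in the 8 libraries and 7.22 in the 11 (standard error 0.48, adjusted p = 8.1e-07 from limma). The next rises were those of Sult1a1 (6.97 and 6.88), Tns1 (6.39 and 6.56), Tsc22d3 (5.88 and 5.91) and Prss16 (5.75 and 5.69). This order depends on the setting: among the alternatives Sult1a1 rose by up to 9.12, Tns1 by up to 8.24 and Prss16 by up to 7.91. Hp rose by at most 7.32 there. Cxcl10 (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889), a chemokine gene, fell from 1057 ± 346 FPKM (SD, n = 2) with LPS to 1.33 ± 1.51 FPKM (SD, n = 2) with LPS + Dex, and LPS + Dex replicate 1 had 0.65 FPKM. Its log2 fold change was −8.96 and, over the 11 libraries, −9.07 (standard error 0.35, adjusted p = 1.8e-08 from limma). Large falls were also found for Ccl22 (−8.34 and −8.54), Cxcl3 (−8.30 and −8.40), Ptgs2 (−8.45 and −8.31) and Il1a (−8.37 and −8.14).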

Genes differentially regulated (p < 0.05) between LPS- and LPS + Dex-treated samples were used for clustering (Figure 1A, Fig. S1A), and the resulting differentially expressed genes were assessed for gene ontology enrichment (Fig. S1B).

**Figure 1:**
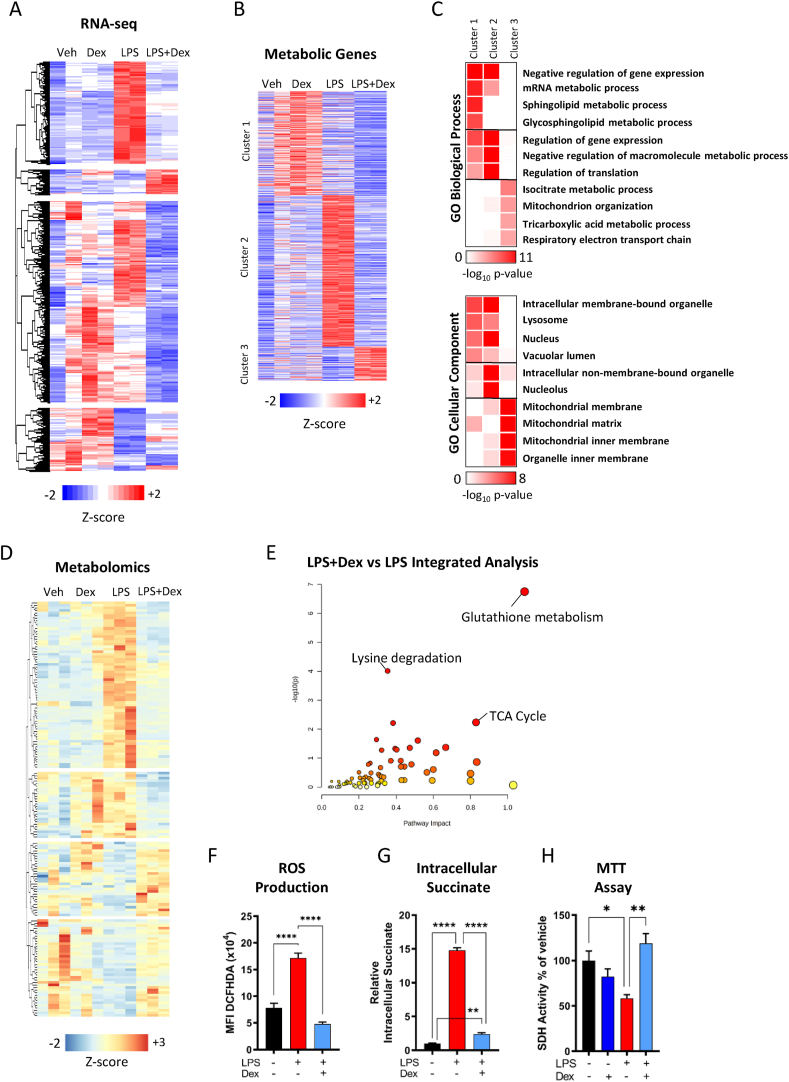
**Glucocorticoids Regulate Macrophage Metabolic Genes**. (A) Hierarchical clustering of RNA seq in vehicle, Dex (100 nM), LPS (100 ng/ml), or LPS + Dex 24-h-treated macrophages based on differentially regulated genes between LPS and LPS + Dex (N = 2). (B) Clustering of genes associated with metabolism (N = 3). (C) Gene ontology analysis of clusters from B. (D) Hierarchical clustering of metabolites identified in vehicle, Dex (100 nM), LPS (100 ng/ml), or LPS + Dex 24-h-treated macrophages by untargeted metabolomics based on differentially regulated metabolites between LPS and LPS + Dex. (E) Integrative KEGG pathway analysis of differently regulated metabolites and differentially regulated genes from A. (F) 2′,7′-Dichlorfluorescein-Diacetat (DCFHDA) fluorescence of macrophages treated with vehicle, LPS, or LPS + Dex for 16 h measured on a plate reader (N = 5). (G) Intracellular succinate accumulation of macrophage treated with vehicle, LPS, or LPS + Dex for 24 h (N = 6). (H) SDH activity was measured using MTT in macrophages treated with vehicle, LPS, or LPS + Dex for 24 h (N = 5). Data are presented as z-scores, -log10 p-value, or mean + SEM. Statistical analysis was performed by one-way ANOVA using a Tukey post-hoc test. P < 0.05∗, <0.01 ∗∗, <0.001∗∗∗, <0.0001 ∗∗∗∗.j

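In place of ontology terms, 15 gene lists were tested with camera, a competitive test in limma, at a preset correlation of 0.01 between genes and with adjustment over the lists. In the 8 libraries of Supplementary Table 1, 7 lists were higher and 3 lower in LPS + Dex than in LPS, and over the 11 libraries 6 were higher and 3 lower. The higher lists over the 11 libraries were those of the TCA cycle, the respiratory chain, mitochondrially encoded genes, cytosolic ribosomal proteins, sphingolipid metabolism and genes induced by glucocorticoids. The lower ones were HIF1 targets, inflammatory genes and interferon-stimulated genes. The list of mitochondrial ribosomal proteins passed in the 8 libraries but not in this fit of the 11 (adjusted p = 0.092). With fry (another set test in limma) over the 11 libraries, each of these 9 calls held except that of the cytosolic ribosome (adjusted p = 0.37, median log2 fold change 0.21). In the 8 libraries fry did not keep the calls of sphingolipid metabolism (adjusted p = 0.088), the mitochondrial ribosome (0.23) and the cytosolic ribosome (0.24). When the correlation between genes was estimated from the data, only the glucocorticoid-induced and the interferon lists held (adjusted p = 0.039 for each over the 11 libraries), and in the 8 libraries none of the 15 did (0.12 for each of these).

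Of the 11 glucocorticoid-induced genes tested, 10 were higher in LPS + Dex, with a median log2 fold change of 1.97 in the 8 libraries (adjusted p = 6.1e-08 from camera) and 2.41 in the 11 (2.5e-08). Over all genes 8 of them were called higher in the 8 libraries, and 9 in the 11. Adjusted over the list alone, 9 were called higher and 1 lower in the 11 libraries. The 14 inflammatory genes were all lower, with a median of −6.20 in the 8 libraries (3.0e-12) and −6.23 in the 11 (9.0e-16), and the 11 libraries gave 13 calls over all genes and 14 adjusted over the list alone. The 25 interferon-stimulated genes had a median of −4.42 in either set of libraries (2.2e-22 and 3.3e-27), with all 25 of them called over all genes and when adjusted over the list alone. Among genes of lysosomal proteins, 18 of 28 were higher, with medians of 0.15 and 0.13 (adjusted p = 0.17 and 0.40). Of these, 8 were called higher and 5 lower over all genes in the 11 libraries, and 8 higher and 6 lower when adjusted over the list alone. The list shares 5 genes with that of sphingolipid metabolism.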

We identified multiple pathways involved in metabolic functionality enriched in gene sets upregulated and downregulated in LPS + Dex versus LPS conditions. Ontological terms linked to neutrophil biology and the electron transport chain were highly enriched in upregulated genes. To investigate this further, all genes involved in an ontology related to metabolism were manually selected and clustered using K-means clustering (Figure 1B). 

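A list of 20 neutrophil granule and neutrophil marker genes stood for the neutrophil terms. Only 10 of them reached a mean of 1 FPKM, and 6 of these were higher in LPS + Dex than in LPS. Their median log2 fold change was 0.06 in the 8 libraries (mean 0.72, adjusted p = 0.36 from camera) and 0.22 in the 11 (mean 0.80, adjusted p = 0.32). Over all genes 3 were called higher and 1 lower, and the same counts came out when adjusted over the list alone in the 11 libraries. S100a8 rose by 5.37 and 5.28 (standard error 0.68, adjusted p = 1.4e-04 from limma), Lcn2 by 3.97 and 3.81, while Camp changed by −1.54 and −1.62, each with all LPS + Dex libraries on one side of both LPS libraries.

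Of 91 nuclear genes of the respiratory chain, 83 were tested. In the 8 libraries, 69 of them were among the 1919 genes raised at an unadjusted p under 0.05, an odds ratio of 25.3 against all 11425 genes tested (Fisher's exact test, 2-sided, p = 2.8e-40). Over the 11 libraries 65 were among 2186 raised genes (odds ratio 15.8, p = 1.4e-31 from the same exact test). This test treats genes as independent, so its p does not measure the spread between cultures. The odds ratio was 8.35 without LPS replicate 2 and 30.7 without LPS + Dex replicate 1, and among the alternatives it ranged from 5.86 without moderation to 25.3. The median log2 fold change of the list was 0.79 and 0.71, with 80 and 77 genes higher (adjusted p = 3.3e-22 and 7.9e-16 from camera). With the correlation between genes estimated from the data, camera gave adjusted p of 0.32 and 0.29 and did not call the list. Fry gave 0.012 and 0.0044. Over all genes 62 and 59 were called higher and none lower, against 69 and 64 when adjusted over the list alone. The largest rises over the 11 libraries were those of Cox6b2 (1.87), Ndufv2 (1.32) and Cox7a1 (1.30, which was not called without LPS replicate 2, at 1.21). The 12 mitochondrially encoded protein genes that were tested all rose, by a median of 1.44 in the 8 libraries and 1.33 in the 11 (adjusted p = 4.7e-09 and 2.5e-08 from camera), with mt-Cytb at 1.81 in both. In the 8 libraries all 12 were called. The 11 libraries gave 11 calls over all genes and 12 adjusted over the list alone. Dex without LPS did not raise the nuclear or the mitochondrially encoded list, with medians against vehicle of −0.32 for each over the 11 libraries. With LPS + Dex the medians against vehicle were 0.79 and 0.31.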

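The second sheet of Supplementary Table 1 lists 696 genes with their clusters: 249 in cluster 1, 365 in cluster 2 and 82 in cluster 3. K-means clustering into 3 groups (50 starts) was repeated on z-scores of the FPKM of these genes, without a log. The adjusted Rand index against the clusters of the paper, which is 1 for identical groupings and near 0 for unrelated ones, was 0.67 for the 8 libraries and 0.62 for all 11. On the z-scores printed in the table it was 1.00. Over the 11 libraries, 247 genes of cluster 1 fell into the same K-means group together with 80 genes of cluster 2 and 1 of cluster 3. Another group held 283 genes of cluster 2 and no others, and the last held 81 genes of cluster 3 with 2 from each of the other clusters. Leaving out Dex replicate 1 gave an index of 0.69, and leaving out LPS replicate 2 gave 0.46.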

Subsequently, individual clusters were reanalyzed by gene ontology to determine which metabolic pathways were altered in each cluster (Figure 1C). We identified three main clusters, consisting of genes upregulated by LPS + Dex (cluster 3), genes upregulated by LPS and repressed by the addition of Dex (cluster 2), and a less well-defined cluster with genes upregulated by the addition of Dex (cluster 1) (Supplementary Table 1). 

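Fold changes of the genes in each cluster were compared between treatments without a test, because the genes had been selected on the same libraries. In cluster 3 the median log2 fold change of LPS + Dex against LPS was 0.99 in the 8 libraries and 1.01 in the 11, with all 82 genes higher. The SD of this median between single LPS + Dex replicates was 0.15. Against vehicle the median was 0.53 and 0.55, with 72 and 73 genes higher, and 0.78 over the 11 libraries when these were centred on one median. In cluster 2 LPS raised the median over vehicle by 0.54 and 0.52 (333 and 329 of 365 genes). LPS + Dex lowered it against LPS, with medians of −0.72 and −0.60 and 364 and 360 genes lower. Dex without LPS left cluster 2 at medians of 0.03 and 0.01 over vehicle, and the second of these became −0.08 when libraries were centred on one median. In cluster 1 Dex raised the median over vehicle by 0.30 and 0.26, with 191 and 185 of 249 genes higher. On top of LPS the medians of LPS + Dex against LPS were −0.30 and −0.20, with 168 and 159 genes lower, but the SD of this median between single LPS + Dex replicates was 0.30, and it was −0.12 over the 11 libraries when these were centred on one median. The largest changes within the clusters over the 11 libraries were those of Glul (3.76), Cd36 (−2.97) and Il7r (2.64) in cluster 1, of Oas3 (−4.26), Ccl3 (−4.12) and Gatm (−4.09) in cluster 2, and of Wipi1 (2.88), Plscr1 (2.18) and Ptges2 (2.14) in cluster 3. The paper reads the clusters by the terms enriched in each. From its gene expression data it proposes, as a hypothesis, that glucocorticoid control of metabolism may matter for anti-inflammatory effects in macrophages.

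**Figure D1:**
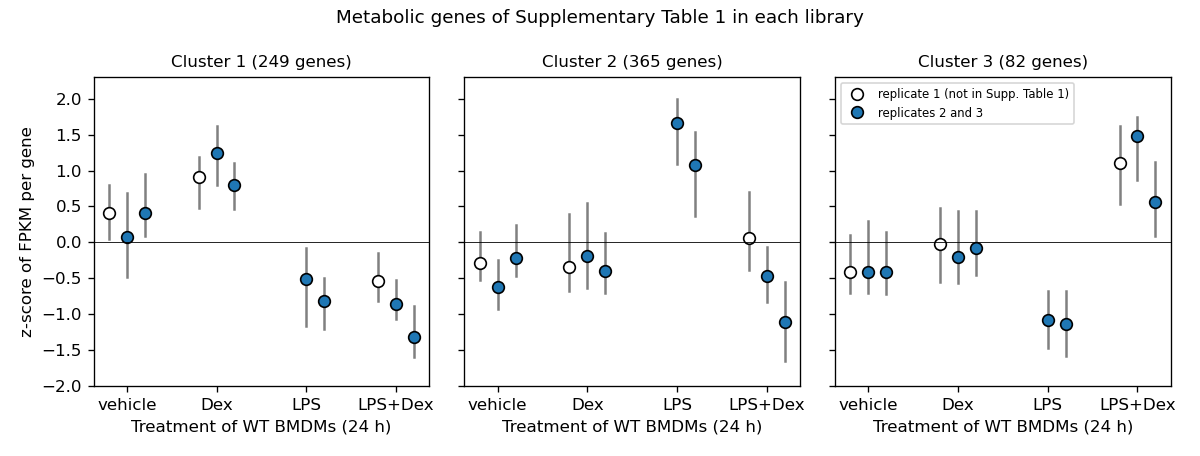
Median z-score of FPKM over the genes of each cluster of Supplementary Table 1, per wild-type library, with bars from the lower to the upper quartile of the genes. Open symbols are the replicate 1 libraries, which are not in Supplementary Table 1. Cluster 3 is highest with LPS + Dex, cluster 2 with LPS, and cluster 1 with Dex.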

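Of the 18 genes of a TCA cycle list, all were higher in LPS + Dex than in LPS, in the 8 libraries of Supplementary Table 1 and in all 11. Their median log2 fold change was 0.78 and 0.73 (adjusted p = 1.1e-08 and 4.0e-09 from camera). Over all genes tested 13 and 16 were called, and the same numbers came out when adjusted over the list alone. Dex without LPS did not raise the list: its median against vehicle was −0.12 over the 11 libraries, and 0.62 with LPS + Dex. Sdhd (ENSMUSG00000000171, chromosome 9 from 50596357 to 50603812), a subunit of succinate dehydrogenase, had 78.3 ± 10.1 FPKM (SD, n = 2) with LPS and 190 ± 22.3 FPKM (SD, n = 2) with LPS + Dex, and LPS + Dex replicate 1 had 192 FPKM. Its log2 fold change was 1.27 and, over the 11 libraries, 1.28 (standard error 0.14, adjusted p = 4.5e-05 from limma). Idh3b (ENSMUSG00000027406, chromosome 2 from 130279309 to 130284547), a subunit of isocitrate dehydrogenase, had 92.2 ± 7.27 FPKM (SD, n = 2) with LPS and 231 ± 39.1 FPKM (SD, n = 2) with LPS + Dex, against 213 FPKM in LPS + Dex replicate 1. The change was 1.31 and 1.27 (standard error 0.13, adjusted p = 2.2e-05 from limma). Idh3a (0.97 and 1.09), Idh3g (0.98 and 1.01) and Sdha (0.91 and 1.01) are the other TCA cycle genes of cluster 3. Rises were also found for Idh2 (0.89 and 0.86), Mdh2 (0.88 and 0.75), Fh1 (0.80 and 0.78), Sdhc (0.75 and 0.71), Suclg1 (0.69 and 0.56), Sdhb (0.54 and 0.59) and Dld (0.52 and 0.62). Suclg2 (0.44 and 0.49), Ogdh (0.34 and 0.47) and Sucla2 (0.31 and 0.35) passed the adjusted threshold over the 11 libraries only (adjusted p = 0.030, 0.033 and 0.050 there). Cs (0.18 and 0.23) and Dlst (0.20 and 0.23) were not called in either set. Some of these calls rest on single libraries. Without LPS replicate 2, Mdh2 (0.65), Sdhb (0.50) and Suclg1 (0.52) were no longer called, nor was Dld without LPS replicate 3 (0.56). Ogdh lost the call without LPS replicate 2 (0.44), LPS replicate 3 (0.49), LPS + Dex replicate 1 (0.34) or LPS + Dex replicate 2 (0.45). Suclg2 lost it without the same libraries (0.57, 0.41, 0.44 and 0.44). Sucla2 kept it only without vehicle replicate 2 or LPS + Dex replicate 3, with changes from 0.31 to 0.38 in all.

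**Figure D2:**
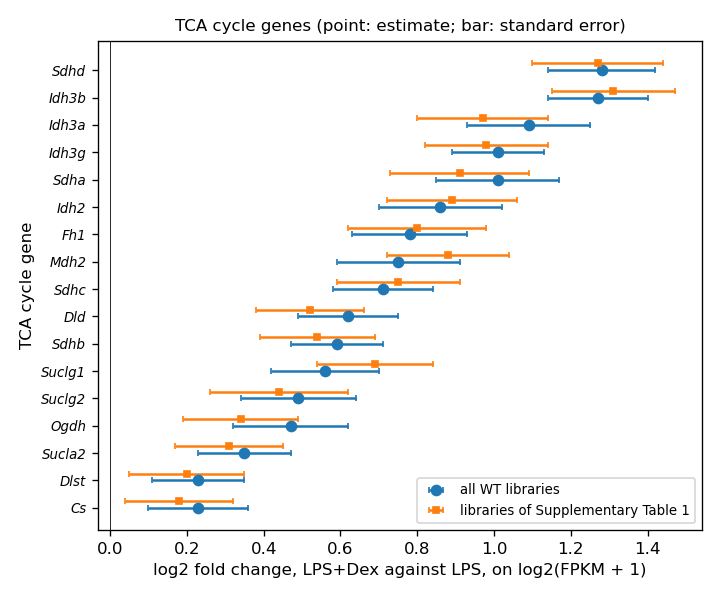
Log2 fold change on log2(FPKM + 1), LPS + Dex against LPS, of 17 TCA cycle genes, with bars of 1 standard error from limma, for all wild-type libraries and for those of Supplementary Table 1. All genes drawn lie above 0 in both sets of libraries.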

Cluster 3 exhibited enrichment for genes involved in the TCA cycle and the function and development of mitochondria. 

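TCA cycle, respiratory chain and mitochondrial ribosome genes, taken together from 3 lists, made up 9 of the 82 genes of cluster 3 (11.0%) and 3 of the 614 genes of clusters 1 and 2 (0.5%), an odds ratio of 25.1 (Fisher's exact test, 2-sided, p = 4.8e-07). Without the mitochondrial ribosome the numbers were 7 of 82 (8.5%) and 1 of 614 (0.2%), an odds ratio of 57.2 (exact p = 1.8e-06). These exact tests treat genes as independent, so their p does not measure the spread between cultures. The TCA cycle and respiratory chain lists share 4 genes, the subunits of succinate dehydrogenase. Over the whole genome, the proteins of the mitochondrial ribosome went both ways: of 77 genes tested, 57 were higher in LPS + Dex than in LPS in the 8 libraries of Supplementary Table 1 and 49 in all 11. The median log2 fold change of this list was 0.18 in the 8 libraries (adjusted p = 7.9e-04 from camera) and 0.12 in the 11 (adjusted p = 0.092). Over all genes 16 were called higher and 5 lower in the 8 libraries, against 14 and 9 in the 11, where adjusting over the list alone gave 16 and 9. Mrpl45 (1.05), Mrpl30 (−0.93) and Mrpl34 (0.85) changed most over the 11 libraries. The list was also called without LPS + Dex replicate 1 (adjusted p = 7.5e-04 from camera). Over the 11 libraries camera called it without a filter (0.0084) and with the replicate number fitted as a block (0.021). Fry did not call it over the 11 libraries (adjusted p = 0.37), in the 8 (0.23) or without a filter (0.38).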

The GO cellular component also localized these genes to the mitochondria. 

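Of the cluster 2 genes, 231 of 365 were called lower in LPS + Dex than in LPS in the 8 libraries of Supplementary Table 1 and 206 in all 11, and none were called higher. This was counted at the adjusted threshold over all genes, and is not independent evidence, since the cluster was chosen on these libraries. A list of translation initiation factors and their regulators had 4 genes in cluster 2, 1 in cluster 1 and none in cluster 3. Of its 53 genes tested, 32 were lower in LPS + Dex over the 11 libraries. The median log2 fold change was −0.12 in the 8 libraries (mean −0.17, adjusted p = 0.49 from camera) and −0.09 in the 11 (mean −0.14, adjusted p = 0.32), where quantile normalization turned the median to 0.02. With fry, the adjusted p of this list was 0.059 in the 8 libraries and 0.031 in the 11, but 0.43 with libraries centred on one median, 0.55 with quantile normalization and 0.64 with FPKM multiplied by library total. Over all genes 1 was called higher and 10 lower in the 8 libraries, against 2 and 10 in the 11, and 6 and 7 with either centring or quantile normalization. Adjusted over the list alone these were none and 8 in the 8 libraries, and 2 and 8 in the 11. Eif2ak2 (ENSMUSG00000024079), which encodes a kinase that represses translation and belongs to cluster 2, changed by −2.78 and −2.61 (standard error 0.23, adjusted p = 8.2e-06 from limma), with each LPS + Dex library below both LPS libraries. Eif5 changed by −1.07 and −0.93 and Eif4e3 by 0.90 and 0.91. The former was not called without LPS replicate 2 (−0.84), nor the latter without LPS replicate 3 (0.84). The cytosolic ribosome moved the other way: 72 of 79 genes were higher in the 8 libraries and 69 of 78 in the 11, by medians of 0.33 and 0.21 (adjusted p = 4.5e-07 and 0.0078 from camera). Over the 11 libraries 3 of them were called higher over all genes and none when adjusted over the list alone, against 24 in both counts with quantile normalization (adjusted p = 0.049 from fry). The list was not called without LPS replicate 2 (adjusted p = 0.20 from camera) or without LPS + Dex replicate 3 (0.75).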

Cluster 2 was highly enriched for the negative regulation of gene expression, as well as translation. 

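In cluster 1, 74 of 249 genes were called higher and 34 lower in LPS + Dex than in LPS over the 11 libraries, and 48 were called higher and 18 lower with Dex than with vehicle. These counts are adjusted over all genes and describe a set chosen on the same libraries. Of the genes in a sphingolipid metabolism list, 9 belong to cluster 1, 1 to cluster 2 and none to cluster 3. The list had 29 genes tested, of which 19 were higher in LPS + Dex than in LPS in the 8 libraries of Supplementary Table 1 and 20 in all 11. Its median log2 fold change was 0.28 and 0.27 (adjusted p = 0.020 and 0.019 from camera). With fry the adjusted p was 0.088 in the 8 libraries and 0.011 in the 11. Over all genes 8 were called higher and 1 lower in the 8 libraries, against 10 and 1 in the 11. Adjusted over the list alone, the counts were 9 and 3, and 10 and 1. Gm2a, which encodes the GM2 ganglioside activator and belongs to cluster 1, rose by 1.35 and 1.28 (standard error 0.15, adjusted p = 8.3e-05 from limma), and each LPS + Dex library was above both LPS libraries. Galc, which encodes galactosylceramidase, rose by 0.97 and 1.21 and passed the adjusted threshold over the 11 libraries only (adjusted p = 0.052 and 0.0092 from limma). Sgms1, a sphingomyelin synthase gene, rose by 0.89 and 1.10. Without LPS replicate 3 neither Galc (0.97) nor Sgms1 (0.91) was called.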

Cluster 1 was enriched for the regulation of gene expression and lipid metabolites, such as sphingolipids or glycosphingolipids, consistent with our previous reports [13]. Both clusters 1 and 2 were enriched for localization to the nucleus or non-mitochondrial organelles. In addition, we validated genes from all three clusters via qPCR (Fig. S1C). Based on these gene expression data, we hypothesized that GC control of metabolism may be important for anti-inflammatory actions in macrophages.

### 2.2 Metabolomics identifies tricarboxylic acid cycle and reactive oxygen species as glucocorticoid regulated

To better understand how the identified GC-regulated genes involved in macrophage metabolism have consequences for metabolite abundance, we performed unbiased metabolomics. By this, we aimed to identify the metabolites regulated by GCs in macrophages and thus infer pathways. After 24-h treatment, the cells were analyzed by LC/MS. Metabolites, with a KEGG identifier, were clustered using hierarchical clustering based on differential detection in LPS vs LPS + Dex (p < 0.1) (Figure 1D, Supplementary Table 2). While LPS and Dex alone induced specific changes in the metabolome of macrophages, the co-treatment of LPS + Dex returned the detected metabolites back to a state similar to that of vehicle-treated cells (Fig. S2A). The pathways involved in amino acid metabolism as well as glutamine and glutathione metabolism were highly enriched in the metabolites differentially detected between LPS and LPS + Dex (Fig. S2B). However, integration of the differentially expressed genes from Figure 1A with the metabolomics using MetaboAnalyst-based KEGG pathway analysis resulted in the enrichment of three clear pathways (Figure 1E, Supplementary Table 3). 

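Supplementary Table 3 pairs 31 genes with the KEGG pathways of glutathione metabolism, the TCA cycle and lysine degradation, 12, 8 and 12 of them respectively, with Idh1 in more than one. The genes were selected by the authors on these libraries, so calls among them are not independent evidence. All 8 TCA cycle genes were higher in LPS + Dex than in LPS. In the 8 libraries of Supplementary Table 1, 7 of them were called at the adjusted threshold, and all 8 over the 11 libraries, with log2 fold changes from 0.49 to 1.28 in the larger set. The glutathione genes went both ways: 4 were higher and 8 lower in either set, of which 4 and 6 were called. Gpx1 (1.98 and 1.86), Gsto1 (1.09 and 1.01), Idh1 (0.74 and 0.90) and Gpx3 (0.77 and 0.76) were higher. Hpgds (−1.63 and −1.56), Anpep (−1.60 and −1.53), Lap3 (−1.18 and −1.14), Gstm1 (−0.71 and −0.99), Gclm (−0.79 and −0.76) and Gsr (−0.80 and −0.74) were lower. Gclc (−0.61 and −0.44) and Rrm2b (−0.66 and −0.37) were not called. In lysine degradation 4 genes were higher and 8 lower, 4 and 5 of them called in the 8 libraries and 4 and 4 in the 11. Hadh, Kmt5c, Aldh2 and Acat1 rose, by 1.22, 1.05, 0.98 and 0.68 over the 11 libraries, and Setdb2, Nsd2, Phykpl and Smyd2 changed by −1.29, −1.19, −0.81 and −0.60. Kmt2a was called lower in the 8 libraries only (−1.23, adjusted p = 0.045 from limma, and −0.90, adjusted p = 0.11, over the 11). Dot1l, Kmt2b and Nsd3 were lower without being called in either set. Leaving out single libraries changed some of the calls. Without LPS replicate 2, Gsto1 (0.95), Gsr (−0.59), Gstm1 (−0.95), Gclm (−0.77), Phykpl (−0.69) and Smyd2 (−0.59) were not called, and without LPS replicate 3 the same held for Gpx3 (0.51), Gstm1 (−1.03), Gclm (−0.75) and Smyd2 (−0.62). Gclm (−0.75) and Smyd2 (−0.58) were not called without LPS + Dex replicate 2, nor Smyd2 (−0.48) without LPS + Dex replicate 3. Gclc (−0.61), Rrm2b (−0.66) and Kmt2a (−1.23) were called without LPS + Dex replicate 1.

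A wider list of glutathione genes, 29 of which were tested, had a median near 0 (−0.00 in the 8 libraries and 0.02 in the 11) with means of 0.29 and 0.26, and camera gave adjusted p of 0.20 and 0.36. With fry over the 11 libraries it was 0.024. Of these 29 genes, 10 were called higher and 10 lower over all genes in the 11 libraries, and 12 and 10 when adjusted over the list alone.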

While each pathway has an important functionality individually, glutathione metabolism, TCA cycle, and lysine metabolism are all linked to the regulation of reactive oxygen species (ROS) [[25], [26], [27]]. Indeed, LPS-induced ROS production was inhibited by the treatment of macrophages with GCs (Figure 1F). These data collectively suggest that GC regulation of metabolism has functional consequences for macrophages. However, the enrichment of the TCA cycle pathway in the integrative analysis was of interest due to the knowledge that TCA cycle intermediates can play important roles in macrophage action [28]. Indeed, GCs treatment of macrophages suppressed the LPS-induced induction of intracellular succinate accumulation (Figure 1G), suggesting a clear role of GCs in regulating mitochondrial and TCA cycle functionality. Furthermore, the activity of succinate dehydrogenase (SDH) was strongly impaired after LPS treatment, which was recovered by the addition of Dex (Figure 1H)

### 2.3 The mitochondrial network, but not oxidative metabolism, is regulated by glucocorticoids

Next, we analyzed mitochondrial morphology in macrophages by the immunofluorescence of the mitochondrial marker TOM20 (Figure 2A). LPS induced the fragmentation of mitochondria, as demonstrated by the reduced number of branches per mitochondrion. This coincided with increased sphericity of each mitochondrion [29]. These changes were not accompanied by differences in the mitochondrial volume, indicating a reduction in mitochondrial interconnectivity, rather than an increase in mitochondrial biogenesis. GC treatment partially recovered the fragmentary effect of LPS on the mitochondrial network, increasing branching and demonstrating the protective effect of Dex on the mitochondria under inflammatory conditions. However, GCs did reduce the mitochondrial volume, in comparison with vehicle and LPS treatments. In turn, we investigated the mitochondrial copy number by measuring the expression of mitochondrial DNA relative to genomic DNA but could not observe any changes in response to LPS + Dex (Fig. S2C), which indicates that multiple levels of control are involved in the determination of the mitochondrial number and volume.

**Figure 2:**
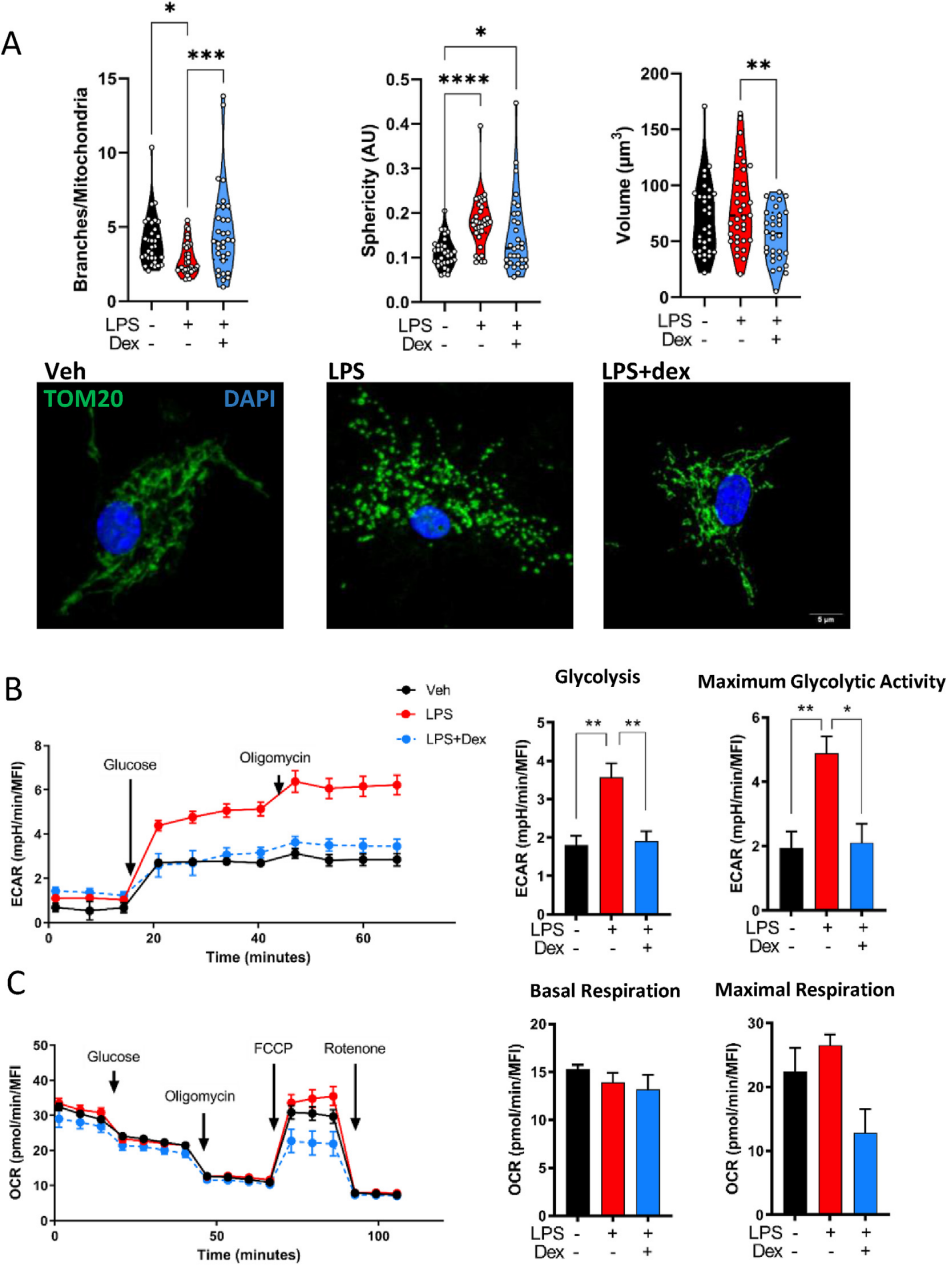
**Mitochondrial Dynamics are Glucocorticoid Responsive**. (A) Macrophages were treated for 24 h with vehicle, LPS (100 ng/ml), or LPS + Dex (100 nM) before analysis. Immunofluorescence images of mitochondria (anti-TOM20) were quantified by Mitochondria Analyzer ImageJ plug-in to determine mitochondrial morphology. Each data point represents an individual cell (N = 31–35). Data from 4 separate macrophage isolations. (B, C) Metabolic flux in macrophages was analyzed using the Seahorse extracellular flux analyzer. Cells were treated for 24 h with vehicle, Dex, (100 nM), LPS (10 ng/ml), or a combination of LPS + Dex before measurement. Data normalized to well DNA content. N = 3. Scale bar: 5 μm (A). Data are presented as violin plots. Statistical analysis was performed by one-way ANOVA using a Tukey post-hoc test. p < 0.05∗, <0.01 ∗∗, <0.001∗∗∗, <0.0001 ∗∗∗∗.

To test whether the effects detected by transcriptomics, metabolomics, and mitochondrial morphology translated into differences in glycolytic or oxidative metabolism, we analyzed metabolism in real time using a Seahorse Extracellular Flux analyzer in two myeloid cell types, macrophages, and bone marrow-derived dendritic cells (BMDCs), known to have metabolism altered by inflammatory stimuli [32]. In macrophages, LPS caused an increase in the extracellular acidification rate (ECAR), and maximal ECAR, which was repressed to baseline by GCs (Figure 2B), indicating direct control of GCs on glycolytic activity in macrophages. Surprisingly, despite our findings on the TCA cycle through metabolomics and mitochondrial morphology, we did not observe any effect of GCs on oxygen consumption, neither basal nor maximal, despite a trend toward decreased maximal oxygen consumption (Figure 2C). We did not observe this with the treatment with 10 ng/μl or 100 ng/μl LPS, while the effect of ECAR was consistent within both treatments (Figure 2B, Fig. S3C). In dendritic cells, the combination of LPS + Dex suppressed glycolysis to a statistically significant extent similarly to macrophages, but both Dex or LPS + Dex inhibited maximal glycolytic activity in contrast with macrophages (Fig. S3A). Furthermore, LPS increased respiration, which was inhibited by the further addition of GCs, while maximal respiration was inhibited by all treatments (Fig. S3B). These data indicate that GCs have the ability to inhibit metabolism in two different myeloid cell types, albeit in different ways

### 2.4 Glucocorticoids promote tricarboxylic acid cycle anaplerosis

The identification of the TCA cycle as a highly enriched pathway through integrative metabolomics and transcriptomics, as well as changes in the mitochondrial morphology led us to hypothesize that GCs play a role in the regulation of TCA cycle intermediates but not oxidative phosphorylation. We therefore used high-resolution metabolic flux analysis to determine the flow rate of stable isotope-labelled glucose and glutamine through the TCA cycle in vehicle-, LPS-, and LPS + Dex-treated macrophages using gas chromatography followed by mass spectrometry (GC/MS). LPS promoted glucose conversion into lactate and entry into the pentose phosphate pathway (Figure 3A,B), a pathway known to be involved in ROS production [38]. LPS also inhibited glutamine uptake and conversion into α-ketoglutarate; however, the addition of GCs increased glutamine metabolism (Figure 3A), consistent with the generation of the anti-inflammatory macrophage phenotype [30]. Furthermore, TCA cycle anaplerosis was inhibited by LPS via the glutamine to the α-ketoglutarate pathway, but this was overcompensated by GCs, further increasing flux. The GC-dependent effects on the TCA cycle matched with our observation that LPS-driven cytoplasmic succinate accumulation was repressed by Dex (Figure 1G), likely due to the increased flow rate through the TCA cycle, consuming succinate.

**Figure 3:**
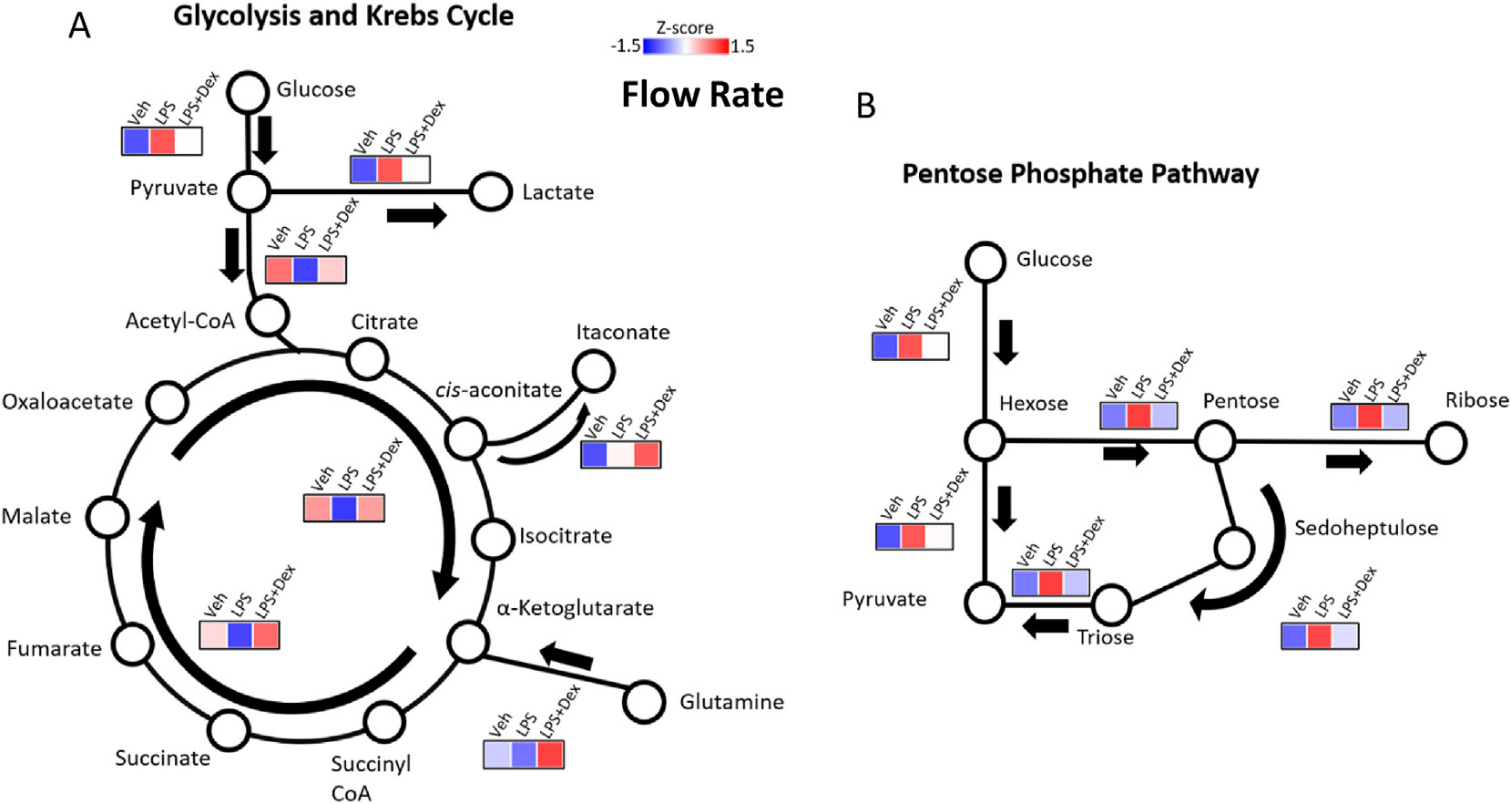
**TCA Cycle Anaplerosis is Promoted by Glucocorticoids**. Metabolic flux through (A) the glycolytic pathway, tricarboxylic acid pathway, and (B) pentose phosphate pathway was analyzed by GC/MS after macrophages were treated for 24 h with vehicle, LPS (100 ng/ml), or LPS + Dex (100 nM) and incubated with labeled glucose and glutamine. Cells from 7 mice were combined into two replicates. Data were presented as z-scores and graphical representation of the pathways.

### 2.5 Activation of the glucocorticoid receptor in macrophages promotes mitochondrial Network and TCA cycle genes in vivo

We next aimed to assess whether the activation of GR in a mouse model of endotoxin shock would also result in changes in the macrophage mitochondrial function. To do so, we treated wildtype (GR^flox^) mice or mice with a deletion of GR in the macrophage/myeloid lineage (GR^LysMCRE^) with an intraperitoneal dose of LPS or a combination of LPS and Dex. After 24 h, two distinct macrophage populations were isolated from the same mice and were analyzed separately due to material limitations. Lung macrophages were isolated using preparative sorting (Fig. S4A) and purity was confirmed by qPCR (Fig. S4B). Peritoneal macrophages were isolated and selected via adherence enrichment (Figure 4A). Treatment with Dex prevented the dramatic loss in body temperature, but only in GR^flox^ mice (Figure 4B), demonstrating the contribution of macrophage GR to disease tolerance. There was no effect on weight loss in the groups during the 24-h time course (Fig. S4C). Loss of macrophage GR resulted in increased TNF in the serum of mice after 24 h with no response to Dex (Figure 4C). To determine the role of metabolic regulation by GCs in macrophages, we initially assessed the mitochondrial network of peritoneal macrophages. Indeed, reminiscent to the *in vitro* data in Figure 2, the mitochondrial network was highly fragmented under LPS conditions, in both GR^flox^ and GR^LysMCRE^ macrophages. Dex, however, reduced the sphericity of mitochondria and increased the branches per mitochondrion, which did not occur in the GR-deficient macrophages (Figure 4D), reestablishing the deleterious mitochondrial network that occurs after LPS treatment. However, in contrast with the *in vitro* experiments, there was no effect on the mitochondrial volume in macrophages isolated *ex vivo*. To validate our transcriptomic analysis and integrative analysis (Figure 1B,E), macrophages isolated from the lungs of LPS- and LPS + Dex-treated mice were analyzed by RT-qPCR. Genes involved in succinate metabolism, *Sdhd* and *Suclg1*, as well as in mitochondrial NADH metabolism, *Ndufa6* and *Ndufa12*, were all upregulated by Dex in macrophages isolated from wildtype mice but not in those lacking GR (Figure 4E). We also found*Gstt3*, highlighted in the integrative analysis as a regulator of GST metabolism, and therefore ROS was activated in Dex-treated GR^flox^ macrophages (Figure 4E).

**Figure 4:**
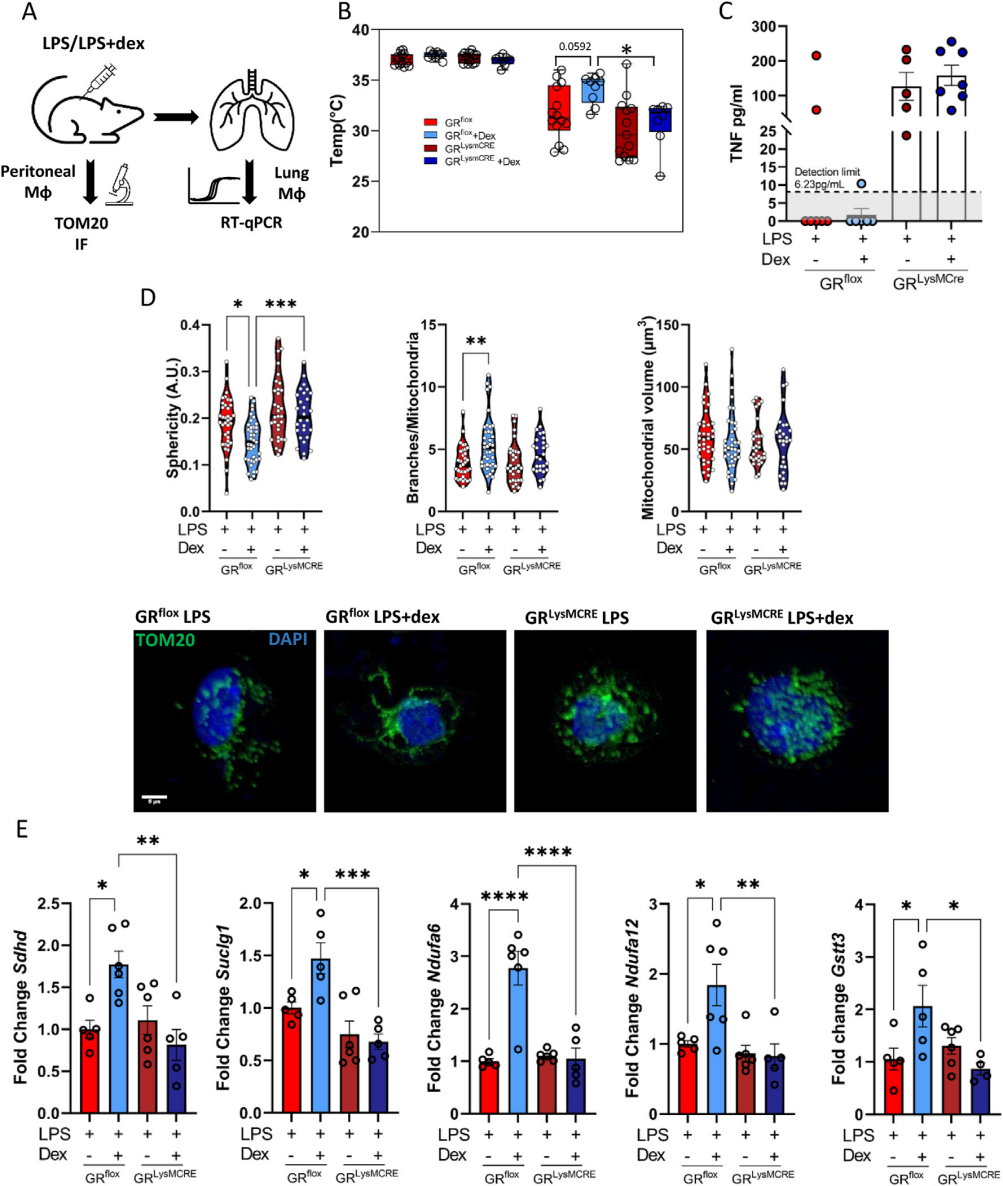
Activation of the Glucocorticoid Receptor Regulates Macrophage Metabolism In Vivo. GR^flox^ and GR^LysMCRE^ mice were subjected to experimental endotoxin shock for 24 h with or without Dex treatment. (A) Schematic of experiment and cell isolations. (B) Rectal temperature of mice before LPS and 24 h after LPS treatment (N = 8–14). (C) Serum TNF was determined by ELISA (N = 5–7). (D) Immunofluorescence images of mitochondria (anti-TOM20) from peritoneal macrophages were quantified by Mitochondria Analyzer ImageJ plug-in to determine mitochondrial morphology. Each data point represents an individual cell (N = 28–39) from 6 to 7 mice per group. (E) Lung macrophages were isolated, and gene expression was determined by qPCR (N = 5–6). Data are presented as mean with individual datapoints representing a mouse (B, C, E), or a cell (D). Data represent 4 independent experiments. Statistical analysis was performed by 2-way ANOVA (B) or one-way ANOVA (D, E). p < 0.05∗, <0.01∗∗, <0.001∗∗∗, <0.0001∗∗∗∗.

### 2.6 Mitochondrial function is required for glucocorticoid-mediated gene expression

Previous reports have identified that while the anti-inflammatory signaling molecule interleukin-4 rewires macrophage metabolism, these alterations are also important for interleukin-4 functionality [30]. We therefore hypothesized that GCs not only alter macrophage metabolism but also require metabolic regulation for effectiveness of GR-mediated changes in transcription. We used the ATPase complex V inhibitor, oligomycin, to dissect out these effects. Treatment with oligomycin decreases oxidative phosphorylation and increases glycolysis as cells respond to the energetic demand, preventing TCA cycle progression through the accumulation of NADH+ [31]. Macrophages were pretreated with oligomycin for 30 min and then with either vehicle, LPS, or LPS + Dex for a further 24 h. We then quantified the key anti-inflammatory genes upregulated by GCs (*Gilz* (*Tsc22d3*) and *Dusp1*) [8] (Figure 5A) and observed that oligomycin treatment completely inhibited the Dex-mediated upregulation of *Gilz* and *Dusp1*. Repression of the pro-inflammatory cytokine *Tnf* by GCs was also abrogated by oligomycin treatment (Figure 5A). These effects, however, were not dependent either on oligomycin regulation of GRmRNA expression or on GR protein abundance (Figs. S5A and B).

**Figure 5:**
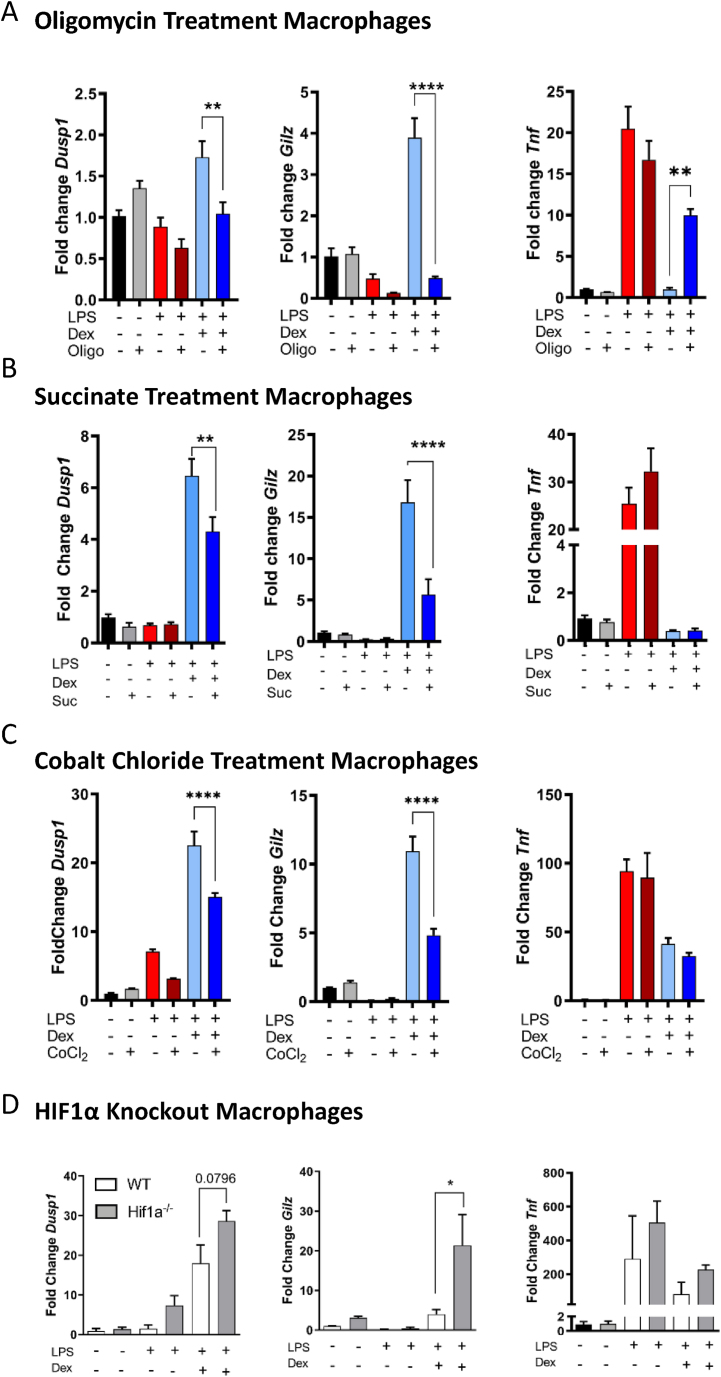
Tricarboxylic Acid Cycle Functionality and HIF1a Regulate Glucocorticoid Action. (A) Macrophages were pre-treated with oligomycin (5 μM) for 30 min (N = 5–6) or (B) 3 h with 5 mM succinate (N = 5–6) prior to incubation with vehicle, LPS (100 ng/ml) or LPS + Dex (100 nM) for 24 h and analyzed by RT-qPCR. (C) Macrophages were pretreated with CoCl_2_(100 μM) for 3 h before treatment with vehicle, LPS (100 ng/ml), or LPS + Dex (100 nM) for 8 h and analyzed by qPCR (N = 5).(D) *Hif1a* knockout macrophages were treated with vehicle, LPS, or LPS + Dex for 8 h before analysis by RT-qPCR (N = 3–4). Data are shown as mean + SEM. Statistical analysis was performed by two-tailed T-test (paired comparison) or one-way ANOVA with a Tukey post-hoc test (multiple comparisons). p < 0.05∗, <0.01∗∗, <0.001∗∗∗, <0.0001∗∗∗∗.

This indicates afunctional control of GR-dependent gene regulation by mitochondrial metabolism and suggests that the effect of GCs on macrophage metabolism is necessary for their anti-inflammatory activities. This reliance on mitochondrial activity was also observed in dendritic cells, albeit to a lesser extent (Fig. S5C). We next pretreated macrophages with the cell-permeable diethyl-succinate to bypass the preventive effect of GCs on succinate accumulation, before incubation with vehicle, LPS, or LPS + Dex, and analyzed gene expression (Figure 5B). In a similar manner to ATPase inhibition, succinate attenuated the upregulation of the anti-inflammatory genes *Dusp1* and *Gilz*, which again was not dependent on the GR expression (Figs. S5A and B). However, succinate had no effect on GC-mediated repression of *Tnf*, indicating a specific effect of succinate on gene activation, unlike the effect of oligomycin.

### 2.7 HIF1α abrogate glucocorticoid actions in myeloid cells

Glycolysis and the inflammatory Warburg effect in macrophages are driven, in part, by succinate-dependent HIF1α expression (23). As we identified that GCs promote TCA cycle anaplerosis at the glutamine-α-ketoglutarate pathway, prevent succinate accumulation, and regulate ROS production, we hypothesized that GCs could inhibit the LPS-induced expression of HIF1α to promote succinate metabolism and inhibit glycolysis. GCs suppressed *Hif1a* mRNA (Figure 1C) and reduced the expression of HIF1α protein (Fig. S5D). 

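Hif1a (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530) is a member of cluster 2 of Supplementary Table 1. LPS raised it from 23.2 and 20.2 FPKM in the vehicle libraries of replicates 3 and 2, and 23.8 FPKM in vehicle replicate 1, to 129 ± 9.78 FPKM (SD, n = 2). With LPS + Dex it was 54.0 ± 8.98 FPKM (SD, n = 2), and 78.1 FPKM in LPS + Dex replicate 1. The log2 fold change of LPS + Dex against LPS was −1.25 in the 8 libraries of that table (standard error 0.16, adjusted p = 8.3e-04 from limma) and −1.07 in the 11 (standard error 0.19, adjusted p = 0.0011). Every LPS + Dex library was below both LPS libraries and above every vehicle library. With each library left out in turn, the change stayed between −1.25 and −0.90 and the call was kept. The linear model per gene without moderation gave the same change with an adjusted p of 0.13, the highest among the alternatives. Dex without LPS changed Hif1a by 0.14 against vehicle over the 11 libraries, with 28.1 FPKM in Dex replicate 1.

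**Figure D3:**
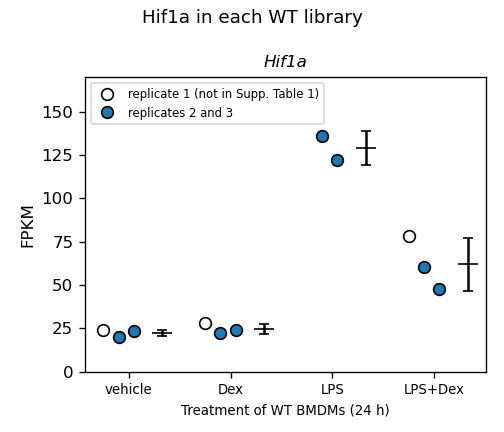
Hif1a in FPKM per wild-type library and treatment, with the mean and SD of each group. Open symbols are the replicate 1 libraries, which are not in Supplementary Table 1. Both LPS libraries, at 122 and 136 FPKM, lie above all others.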

We also found a significant reduction of nuclear HIF1α in peritoneal macrophages isolated from GR^flox^ mice treated with LPS + Dex compared with their LPS-treated counterparts (Fig. S5E). There was also a small, but significant, reduction in macrophage nuclear HIF1α in GR^LysMCre^ mice treated with Dex, likely due to the known limitations of the LysM-CRE, which have around a 70% recombination rate in macrophages [14]. However, the Dex-treated GR^LysMCre^ macrophages had significantly more nuclearHIF1α in comparison with the Dex-treated GR^flox^ cells (Fig. S5E), suggesting increased HIF1α activity. As a readout of HIF1α activity, we probed the RNA-seq in Figure 1 for HIF1α target genes based off the HIF1α KEGG pathway. Indeed, multiple genes in the HIF1α pathway were also regulated by LPS + dex, suggesting reduced HIF1α activity, in the LPS + dex-treated macrophages compared with LPS alone (Fig. S5F).

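A list of 32 HIF1 target genes was used here in place of the KEGG pathway, and 31 of them were tested. In LPS + Dex against LPS, 21 were lower in the 8 libraries of Supplementary Table 1 and 22 in all 11. Its median log2 fold change was −0.29 in the 8 libraries and −0.22 in the 11, and the mean, which a few large falls pull down, was −0.70 and −0.69 (adjusted p = 0.040 and 0.0092 from camera). Over all genes 3 were called higher and 11 lower in the 8 libraries, and 3 and 12 in the 11. Adjusted over the list alone, the counts were 3 and 13, and 3 and 12. Nos2 changed by −5.51 and −5.63 (standard error 0.44, adjusted p = 2.8e-06 from limma), Timp1 by −3.79 and −3.96, and Adm by −3.44 and −3.51, each with all LPS + Dex libraries below both LPS libraries. LPS alone had raised the list over vehicle by a median of 1.42 over the 11 libraries, and with LPS + Dex it stayed above vehicle by 0.56. The HIF1 list shares 1 gene with the inflammatory list. Fry called it in the 8 libraries (adjusted p = 0.012) and the 11 (6.0e-04), but not with FPKM multiplied by library total (0.068). The glycolysis list, which shares 10 genes with the HIF1 targets, had 18 genes tested and moved little. Its median was 0.01 in the 8 libraries (mean −0.13, adjusted p = 0.86 from camera) and −0.08 in the 11 (mean −0.17, adjusted p = 0.51), and quantile normalization turned the second to 0.02. Over the 11 libraries 3 of its genes were called higher and 4 lower over all genes, and 4 and 5 when adjusted over the list alone.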

As LPS induces HIF1α accumulation [23], and GCs downregulate HIF1α, we used a pre-treatment with CoCl_2_ to artificially increase cellular HIF1α expression, followed by treatment of macrophage with vehicle, LPS, or LPS + Dex (Figure 5C). Indeed, CoCl_2_ inhibited the GC-dependent regulation of the anti-inflammatory genes *Gilz* and *Dusp1*, but not the repression of *Tnf*, and with no effect on GR abundance (Figs. S5A and B). Next, we used macrophages with a genetic deletion of *Hif1a* to determine the contribution of HIF1α to GC regulation of gene expression. Both wildtype and *Hif1a*^*−/−*^macrophages were treated with vehicle, LPS, or LPS + Dex (Figure 5D). Indeed, upon *Hif1a* deletion, there was an upregulation of *Gilz* and*Dusp1*in response to Dex under LPS-treated conditions compared with the wildtype cells. This suggests that without HIF1α, GCs are more capable of inducing an anti-inflammatory macrophage response and that downregulation of *Hif1a* is a core aspect of GC anti-inflammatory activities in macrophages. The effect, however, was independent of cytokine regulation as the repressive effect of Dex on *Tnf* gene expression was unchanged between the genotypes, matching the data on succinate pretreatment, and artificial HIF1α stabilization.

Taken together, these findings demonstrate that mitochondrial function is needed for GR regulation of pro- and anti-inflammatory genes in myeloid cells. While GCs did not increase oxidative phosphorylation *per se*, GCs inhibited the LPS-induced glycolytic switch in macrophages and dendritic cells. GCs also corrected the inhibitory effects of LPS on the TCA cycle, reducing succinate and ROS accumulation. By preventing the transcriptional and post-translational effects of LPS onHIF1α, GCs force macrophages away from glycolysis and ROS production. We also provide evidence that HIF1α is an important regulator of GR function in macrophages, and that hyperactivation of HIF1α inhibits GC-mediated gene expression, while its deletion promotes GC-mediated gene expression.

## 3 Discussion

GCs have long been known to regulate metabolism on an organismal level, and more recently on a cellular level (17, 18, 32); however, this has not been directly linked to the major role of GCs as anti-inflammatory compounds in immune cells. Here, we show for the first time that GCs rewire macrophage metabolism during inflammation. We also demonstrate that coordination of succinate metabolism in important for the anti-inflammatory effects of GCs. Pharmacological doses of GCs are capable of altering the mitochondrial network of macrophages both *in vitro* and *in vivo*, as well as regulating a subset of metabolic genes and metabolites associated with glutathione and succinate metabolism. GCs further increased TCA cycle anaplerosis between glutamine and α-ketoglutarate while having very little effect on the oxidative capacity of macrophages. GCs did however suppress inflammatory glycolysis. We further linked GC-regulated macrophage metabolism to gene regulation, demonstrating that with severe mitochondrial inhibition, or excess succinate, GC-gene activation was diminished. Furthermore, this effect is dependent on HIF1α, an important component of the cellular metabolism network. These data cement GR within the intracellular metabolism network, which regulates macrophage function during inflammation.

Global profiling of genes and metabolites highlighted GC regulation of macrophage immunometabolism. While the effect of GCs on inflammatory processes was expected, the striking result was the identification of metabolic pathways as enriched, especially those associated with mitochondria. Previous expression profiles also suggested regulation of metabolic traits in macrophages by GCs [7,33]; however we linked our findings to the consequences of metabolite regulation and glucose metabolism. Our integrative analysis clarified that the gene expression and metabolite abundance changes converged on pathways associated with ROS buffering and the TCA cycle. ROS production contributes to bactericidal effects in macrophages but is also a major driver of tissue damage in chronic or excessive inflammation [34]. GCs therefore control TCA cycle flux and regulate metabolites involved in the glutathione and lysine degradation pathways, all contributing to GC-driven tissue protection from damage and resolution of inflammation. We chose to focus on succinate metabolism as a major focal point, due to its well-known role in macrophage immunometabolism [[23], [35], [36], [37]]. Succinate can not only stabilize HIF1α but also alter the activity of other proteins through succinylation of lysine residues, malking a case for HIF1α-independent effects of succinate on GR-mediated gene regulation. This can affect the enzymatic functions of the modified proteins, contributing to effects on cell metabolism [34]. Competition between succinate and α-ketoglutarate can also inhibit histone demethylases, linking succinate accumulation to epigenetic control of gene regulation [35]. While we only assessed intracellular succinate, the release of succinate into the extracellular space can act paracrine via the succinate receptor (SUCNR1). Of note, SUCNR1 is expressed in metabolic organs such as the liver and white adipose tissue, and succinate metabolism has been linked to global glucose and lipid homeostasis [39]. Thus, future directions should focus on understanding how GC control of the TCA cycle can influence not only macrophage metabolism but also whole-body metabolism, whether acting locally via macrophages or by signaling to other cell types. In addition, it would be necessary to untangle the HIF1α-dependent effects and independent effects of GC control of succinate metabolism.

As mentioned above, the regulation of TCA cycle succinate but also glutathione/ROS metabolism by GCs readily links GC activity to the stabilization of HIF1α(26), previously unappreciated in macrophages. ROS in combination with TCA cycle disruption and succinate accumulation [23] results in the activation of HIF1α signaling in pro-inflammatory macrophages, which is further amplified by the inhibitory effect LPS has on SDH activity [22]. Indeed, GCs suppressed both the protein and RNA expression of HIF1α, along with HIF1α target genes and glycolytic metabolism of macrophages, a major HIF1α effect. But furthermore, they also increased SDH activity, which in part counteracts the disturbance of the TCA cycle. We also identified HIF1α as a regulator of GR action, whereby excess stabilization using CoCl_2_or succinate inhibited GR-mediated gene expression. Mirroring this effect, knockout of HIF1α promoted GR action in macrophages. There have been multiple studies linking GC signaling to HIF1α, albeit not in macrophages. Surprisingly, the mechanisms vary depending on the cell type observed [[40], [41]].

Recently, cistromic studies in HELA cells have demonstrated that hypoxia can rewire the GR cistrome [[42], [43]]. In a similar manner to what we observed in macrophages, GILZ (TSC22D3) regulation by GCs was inhibited by HIF1α activation in HELA cells, opening the possibility of a conserved GR-HIF1α mechanism across classically activated macrophages and cancer cells, potentially linked by the Warburg effect and succinate metabolism. We therefore identified a new regulator loop in the macrophages between GR and HIF1α, and the reciprocal regulation between these two factors may serve to tune the macrophage metabolic flux dependent on tissue oxygenation.

The mitochondrial network and thus efficient mitochondrial metabolism in macrophages are important for the resolution of inflammation, promoting the development of anti-inflammatory functions and preventing excess inflammatory signaling [22,33]. While we saw no effects on the mitochondrial copy number, we did observe a significant reduction in the mitochondrial volume *in vitro*. This may be caused by shrinking of the mitochondria in response to LPS + Dex rather than a reduction in the absolute number of mitochondria. Shrinkage of mitochondria can be caused by changes in the redox homeostasis, which were highlighted in the metabolomic/transcriptomic integrative analysis, indicating glutathione metabolism [54]. Furthermore, GCs prevented the LPS-induced mitochondrial fragmentation; however, we did not find GC-mediated regulation of *Drp1, Opa1, Mf1,*or *Mf2*, the major regulators of mitochondrial fission and fusion [44], in our sequencing analysis. This may be an issue with kinetics, and these genes may be acutely regulated by GCs rather after 24 h, or GCs may alter their activity rather than expression. 

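Drp1 is encoded by Dnm1l (ENSMUSG00000022789, chromosome 16 from 16312230 to 16358959), which belongs to cluster 2 of Supplementary Table 1. It had 35.3 ± 4.15 FPKM (SD, n = 2) with LPS and 19.1 ± 3.72 FPKM (SD, n = 2) with LPS + Dex, and 29.5 FPKM in LPS + Dex replicate 1. The log2 fold change of LPS + Dex against LPS was −0.86 in the 8 libraries of that table (standard error 0.21, adjusted p = 0.019 from limma) and −0.66 in the 11 (standard error 0.22, adjusted p = 0.047), and all LPS + Dex libraries were below both LPS libraries. With single libraries left out in turn Dnm1l stayed lower, but it was called in 2 of 11 cases only, without vehicle replicate 2 or LPS + Dex replicate 1. It lost the call without any 1 of the Dex replicates or vehicle replicates 1 and 3 (−0.66 each), and without LPS replicate 2 (−0.54), LPS replicate 3 (−0.77), LPS + Dex replicate 2 (−0.65) or LPS + Dex replicate 3 (−0.46), with adjusted p up to 0.27. LPS against vehicle changed it by 1.16. Mfn2 (ENSMUSG00000029020, chromosome 4 from 147873599 to 147904704) had 21.0 ± 0.5 FPKM (SD, n = 2) with LPS and 32.6 ± 9.61 FPKM (SD, n = 2) with LPS + Dex, against 38.3 FPKM in LPS + Dex replicate 1. Its change was 0.59 in the 8 libraries, where it was not called (standard error 0.19, adjusted p = 0.057 from limma), and 0.67 in the 11 (standard error 0.17, adjusted p = 0.010), with all LPS + Dex libraries above both LPS libraries. It lost the call without LPS replicate 2 (0.65, adjusted p = 0.074) and without LPS replicate 3 (0.69, adjusted p = 0.054). Opa1 (ENSMUSG00000038084, chromosome 16 from 29579334 to 29654884) changed by −0.06 and 0.17 and Mfn1 (ENSMUSG00000027668, chromosome 3 from 32529465 to 32579239) by −0.07 and 0.04. Neither was called for LPS + Dex against LPS (adjusted p = 0.62 and 0.86 over the 11 libraries), and over the 11 libraries LPS and LPS + Dex overlapped for both. LPS + Dex replicate 1 had 32.5 FPKM of Opa1 and 24.6 FPKM of Mfn1. Without LPS, Dex raised Mfn1 over vehicle from 26.2 ± 1.8 FPKM (SD, n = 2) to 40.5 ± 3.59 FPKM (SD, n = 2), with 26.3 and 41.6 FPKM in vehicle replicate 1 and Dex replicate 1. The change was 0.61 in the 8 libraries (standard error 0.14, adjusted p = 0.027 from limma) and 0.62 in the 11 (standard error 0.12, adjusted p = 0.0032). It was called with each library left out, but not with FPKM multiplied by library total (0.57, adjusted p = 0.14). Dnm1l (0.01), Opa1 (0.30) and Mfn2 (0.14) were not called for Dex against vehicle.

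**Figure D4:**
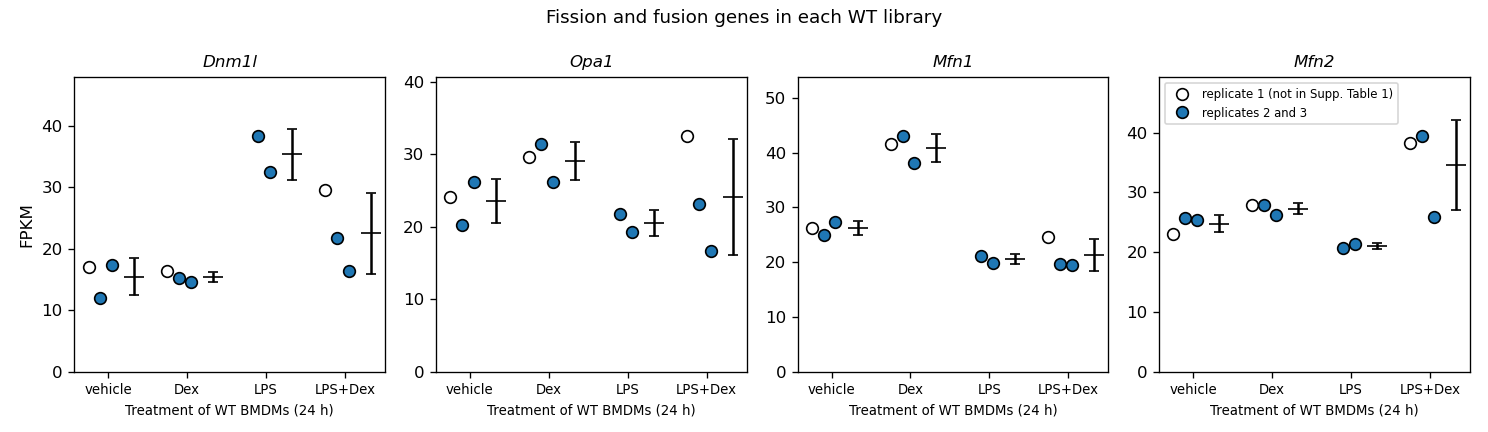
Dnm1l, Opa1, Mfn1 and Mfn2 in FPKM per wild-type library and treatment, with the mean and SD of each group. Open symbols are the replicate 1 libraries, which are not in Supplementary Table 1. All 3 LPS + Dex libraries lie below both LPS libraries for Dnm1l and above them for Mfn2, and overlap with them for Opa1 and Mfn1.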

Efficient mitochondrial metabolism, and thus TCA cycle anaplerosis allows the clearance of inflammatory intermediates that build up under LPS-treated conditions, especially succinate [35], which control multiple downstream inflammatory processes. Indeed, promoting this metabolic phenotype *in vivo* using Dex recapitulated some of the effects we see *in vitro*. Treatment with Dex had a protective effect on core temperature in GR^flox^ mice, indicating the necessity of macrophage GR responses for disease tolerance during endotoxin shock. Importantly, the effects we saw were dependent on GR expression itself, in the absence of GR in macrophages, the cells were unable to regulate the mitochondrial network, and metabolic genes in response to Dex. Due to the long duration of treatment, both *in vitro* and *in vivo*, we cannot determine whether the effects of GCs on metabolic function are through direct GR target genes, or secondary effects altered by GR-regulated genes. This should be further investigated in future studies; however, due to the lack of regulation of oxidative phosphorylation, which occurs in IL-4-mediated metabolic control, we hypothesize that GR acts independently of IL4 signaling [20, 22, 31, 46]. GCs were able to regulate TCA cycle anaplerosis at the glutamine-α-ketoglutarate pathway and the mitochondrial network independently from oxidative phosphorylation, which suggests that GCs drive an alternate program of metabolic rewiring in macrophages. This alternate program is entirely different from the well-studied IL-4-dependent effects [20,22,30,45], despite having a rather similar – anti-inflammatory – outcome.

Multiple TCA cycle components are capable of altering gene regulation through epigenetic means. For example, acetyl-CoA, the entry point of the TCA cycle is the major donor for histone acetylation (28), thus providing a direct link from cellular metabolism to gene regulation. Indeed, modulating macrophage metabolism using oligomycin drastically inhibited GC regulation of the core GR target and anti-inflammatory genes Gilz and Dusp1, providing a proof of principle that GR requires efficient mitochondrial function for access to certain genes. Also, LPS itself causes changes in mitochondrial function [22], suggesting that inflammatory conditions could paradoxically inhibit GR action. Recently, in a model of polymicrobial sepsis, the ability for GR to regulate genes in the liver was substantially limited during inflammation [47], indicating a conserved mechanism across cell types. Whether LPS mitochondrial dysfunction stratified cells into responders or non-responders at the single-cell level should be investigated in more detail.

This study provides the basis for GC regulation of myeloid immunometabolism, linking GC anti-inflammatory actions to mitochondrial function, through the regulation of glutathione/ROS production and TCA cycle functionality. We also identify a HIF1α-dependent mechanism of inhibition of GC signaling during inflammatory activation of macrophages. We propose that the regulation of cellular metabolism is therefore a key aspect of GC-mediated anti-inflammatory functions and may be used to find further strategies to limit excessive inflammation in a clinical setting.

## 4 Methods

### 4.1 Animals

All animal experiments were performed in accordance with the accepted standards of animal welfare and with permission of the responsible authorities of the Regierungspräsidium Tübingen, license 1332. Myeloid-specific GR mutant mice (*Nr3c1*^*tm2GscLyz2tm1(cre)lfo/J*^), GR^LysMCre^, on a C57BL/6 background were described previously [14]. Myeloid-specific HIF1α mutant mice (or *Hif1a*^tm3Rsjo^; Lyz2^tm1(cre)Ifo^), Hif1a^LysMCre^, on a C57BL/6 background and wildtype controls were used to generate primary cells. Mixed-sex cohorts between 8 and 15 weeks old were used for all the experiments.

### 4.2 Mouse model of endotoxin shock

Mixed-sex cohorts of mice aged between 10 and 14 weeks were injected i. p. with either vehicle (PBS) or LPS (Sigma–Aldrich, L2880) at a concentration of 10 mg/kg. The mice were then injected i. p. with either 1 mg/kg Dex (Sigma–Aldrich, D2915) or vehicle control. The mice were killed 24 h later. Mice body temperature and body mass were measured every 4 h after LPS injection. The mice were sacrificed if limit points were reached, i.e., body temperature lower than 28 °C and a total body weight loss of 15%. Sickness-related behaviors were also considered.

### 4.3 Isolation of peritoneal macrophages

Peritoneal cavity of mice was washed with RMPI-1640 (Sigma, R7388) and lavage was centrifuged at 300 g for 5 min. The resulting pellet was incubated in RPMI-1640 supplemented with 10% FCS (Sigma) for 3 h at 37 °C and 5% CO_2_. Non-adherent cells were then washed off with PBS, and the remaining cells were fixed with 4% *para*-formaldehyde before downstream analysis.

### 4.4 Isolation of lung macrophages

Lungs were harvested, minced, and digested using collagenase (Gibco, 17,018–029) for 1 h at 37 °C. The resulting suspensions were filtered through a 70 μm cell strainer and sorted using an Aria III system (BD Biosciences).

### 4.5 Cell culture

BMDMs were prepared as described previously [13], however using 30% L929 conditioned medium, and maintained for 7 days at 37 °C and 5% CO_2_. The cells were washed with PBS and maintained in macrophage serum-free medium (Macrophage SFM, Thermofisher) overnight before all experiments.

BMDCs were produced by flushing the femur and tibia and maintaining the resulting bone marrow in macrophage serum-free medium, containing 10% fetal calf serum (Sigma), 1% penicillin/streptomycin, 1% l-glutamine, and 50 μM β-mercaptoethanol. The cells were seeded at 2 × 10^6^ cells per 10 cm plate and supplemented with 20 ng/ml GM-CSF (Sigma Aldrich, SRP3201) to initiate differentiation. After 3 days of culture at 37 °C and 5% CO_2_, an additional 10 ml of medium with 20 ng/ml GM-CSF was gently added into the dishes. After another 3 days of differentiation, 10 ml of medium was removed, centrifuged for 5 min at 1500 rpm, resuspended in 10 ml of medium with 20 ng/ml GM-CSF, and added back into the culture. After 2 more days, the cells were harvested.

All cells were treated with vehicle (DMSO), Dex (100 nM), LPS (100 ng/ml) (all Sigma, Germany), or a combination of LPS + Dex for 24 h unless otherwise stated. Oligomycin (5 μM) (Sigma, Germany) was used for 30 min pretreatment before the addition of LPS or LPS + Dex. Diethyl succinate (5 mM) (Sigma, Germany) was used for 3 h pretreatment. Cobalt chloride (100 μM) was used for a 3-h pretreatment.

### 4.6 Reactive oxygen species detection

Cells were plated at 200,000 cells per well and treated with vehicle, LPS, or LPS + Dex for 16 h. The cells were then washed 3 times with PBS and incubated with 2′,7′-Dichlorfluorescein-Diacetate (DCFDA) (Sigma, Germany) diluted in PBS at 20 μM for 10 minat 37 °C, before washing with PBS and measuring on a fluorescent plate reader (CLARIOstar PLUS, Germany). The average MFI of technical duplicates was used for each data point.

### 4.7 RNA isolation and RT-qPCR

RNA was isolated using Trizol (Invitrogen), and equivalent concentrations of RNA in each sample were reverse transcribed using High-Capacity cDNA Kit RT (ThermoFisher). Real-time PCR was performed with SYBR Green PCR Master Mix (Invitrogen) using a ViiA 7 (Applied Biosystems) and analyzed using the delta–delta CT method.

### 4.8 RNA sequencing analysis

Sequencing was performed using the Novoseq platform (Novogene, China) and differentially expressed genes between LPS and LPS + Dex (p < 0.05) were subjected to gene ontology analysis using ENRICHR [55]. The genes were selected for ontology terms related to metabolism and clustered. The clusters were re-analyzed individually by ENRICHR. Clustering was performed using R software. Data can be found at GSE167382.

### 4.9 Metabolomics analysis

11 × 10^6^ BMDMs were treated for 24 h before washing 3 times with cold PBS and pelleted before snap freezing. Samples were analyzed using the BGI platform (BGI, Hongkong). In brief, 25 mg of cell pellet was homogenized and the metabolites were extracted for LC-MS analysis. QC was performed on an equal amount of all samples pooled together. The metabolites were separated and detected using a Waters 2D UPLC (Waters, USA) and a tandem Q-Exactive high-resolutionmass spectrometer (Thermo Fisher Scientific, USA). Analysis was performed with metaX [49]. Partial Least Squares Method-Discriminant Analysis (PLSDA) and Variable Importance in Projection (VIP) values of the first two principal components of the model, combined with variability analysis, were used to generate the fold change and theStudent'st-test was used to screen for differential metabolites. Pathway analysis was performed with MetaboAnalyst v5.0 [[45], [48]]. Clustering was performed using R software.

### 4.10 Seahorse Extracellular Flux analysis

Cells were treated with vehicle, Dex, LPS (10 ng/ml and 100 ng/ml) or a combination and analyzed by Seahorse assay as described previously [50], with minor modifications (60,000 cells/well, oligomycin (2 μM), FCCP (2 μM) rotenone (0.5 μM), antimycin A (0.5 μM) initial injection with glucose (10 mM)). Data were normalized to DNA content per well using picogreen staining (Invitrogen) and analyzed on a Tecan multimode reader (Tecan, Switzerland).

### 4.11 Metabolic Flux by Gas Chromatography and Mass Spectrometry

BMDMs pooled from 7 mice were pretreated with vehicle, LPS, or LPS + Dex in triplicate for 24 h before incubation for 2 h in 1 ml of RPMI-1640 (Sigma) at 37 °C in a closed tube with either 0.9 mg/ml U–^13^C_6_ glucose (Campro Scientific, Germany), 1,2–^13^C glucose, or 0.6 mg/ml U–^13^C5 glutamine (Cambridge Isotope Laboratories, USA). Unlabeled glucose and glutamine were added for a final concentration of 1.8 mg/ml and 0.6 mg/ml, respectively. Molecular ions as well as fragments of aspartate, glutamate, lactate, and itaconate were measured by GC/MS (5975–6890, Agilent, Waldbronn), and their carbon labelling patterns were analyzed to estimate TCA or pentose phosphate shunt flow rates with samples run in duplicate. For the analysis of metabolic flux data, we used RStan (R interface to Stan) a library for Bayesian modelling, which utilizes user-defined models and data to return posterior simulations of prior defined parameters [[51], [52]],to obtain absolute flow rates from the cumulative release of ^13^CO_2_, itaconate, and lactate. Data were converted to Z-scores, and the relative rates of each condition were displayed.

### 4.12 Succinate measurements

Intracellular succinate was measured using a succinate assay/measurement kit (abcam ab204718) according to the manufacturer's instructions

### 4.13 MTT assay

A total of 60,000 BMDMs were seeded per well of a 96-well plate. The cells were treated for 24 h, as indicated above before the addition of 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) (Roche 11,465,007,001) at 0.5 mg/ml for 4 h at 37 °C and 5% CO_2_. MTT was dissolved using DMSO, and the absorbance was measured at 570 nm.

### 4.14 Immunofluorescence and Imaging

Cells were plated at 500,000 cells/well onto coverslips and left to adhere overnight before serum starvation the following day. The cells were treated with vehicle (DMSO), Dex (100 nM), LPS (100 ng/ml) (all Sigma, Germany), or a combination of LPS + Dex for 24 h before fixation with 4% PFA for 1 h at 4 °C and consecutively washed with PBS before permeabilization with 0.1% TritionX-100 (Sigma) for 30 min at 4 °C. After washing with PBS, the cells were blocked with 0.5% FCS overnight at 4 °C.The next day, the cells were then stained with anti-TOM20 (1/200, D8T4N, Cell Signaling) overnight. On the next day, secondary anti-rabbit Alexafluor-488 (1/500, 21,206, Thermofisher) was used to detect the primary antibody. After washing, the cells were stained with DAPI and mounted using Fluromount (Sigma) and imaged with a Leica TCS SP8 microscope to acquire z-stacks of cells. Images were deconvolved and analyzed using the Mitochondrial AnalzyerImageJ plugin [53].

### 4.15 Immunoblot analysis

Immunoblots were performed as described previously [16] with minor modifications. In brief, macrophage lysates were prepared by scraping cells into RIPA buffer (50 mM TrisHCl pH 7.4, 1% NP40, 0.25% sodium deoxycholate, 150 mM NaCl, 1 mM EDTA) with protease inhibitors (Roche, cOmplete Protease inhibitor cocktail) and phosphatase inhibitors (Roche, PhosSTOP). Protein (20 μg) was run on a 10% acrylamide gel and then transferred on ice for 1 h to a 0.22 μm nitrocellulose membrane (Santa Cruz sc-3718). The membrane was then blocked with 5% BSA (Serva, 11930.04) in TBS-T for 1 h before incubation with primary antibodies against HIF1α (Cell Signaling, D1S7W, 1/1000), GR (Cell Signaling D8H2, 1/1000), or β-actin (Sigma A1978, 1/2000). The primary antibodies were detected using goat anti-rabbit (Invitrogen, A10547) or goat anti-mouse (Dako-Agilent, AF3628) HRP-linked secondary antibodies (1/5000). Chemiluminescence was detected using Immobilon Forte Western HRP substrate (Merck Milipore, WBLUF0100) using a BioRadChemiDocMP.

### 4.16 Statistical analysis

Data were analyzed using Graphpad Prism version 9 (Graphpad). Individual comparisons were performed using a two-tailed t-test, and multiple comparisons were performed with one-way or three-way ANOVA with a Tukey post-hoc test. Details of the sample numbers can be found in the appropriate figure legend. N values represent data/cultures from individual mice unless otherwise stated.

## Author contributions

Conceptualization: G.C. and J.P.T. Methodology and investigation: G.C., U.S., E-M.W., S.V., M.H., F.Z., S.W., N.K., and D.T. Data analysis: G.C., U.S., E-M.W., J.V., and U.W. Resource acquisition: G.C., R.M., B.C., P.R., P.F–P., S.W., N.K., and J.P.T. Supervision: G.C. and J.P.T. Writing: G.C. and J.P.T wrote the manuscript. All authors edited the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

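Cultured bone marrow-derived macrophages of wild-type mice and of mice labelled AMPKα1−/− were treated for 24 h with vehicle, 100 nM Dex, 100 ng/ml LPS, LPS + Dex, 1 µg/ml DAMPs or DAMPs + Dex. Each of these 6 treatments has 3 replicates per genotype, except wild-type LPS, of which replicates 2 and 3 were used here and replicate 1 was not analysed here. This gives 17 wild-type libraries and 18 labelled AMPKα1−/−. The paper reports on the wild-type vehicle, Dex, LPS and LPS + Dex libraries, and states that N values are data or cultures from individual mice.

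The authors deposited FPKM values for 47069 gene identifiers per library, that is, fragments per kilobase of gene, scaled to the number of fragments in the library. The paper's methods name the sequencing provider and the NovaSeq platform. The aligner, the counting program, the genome build and the annotation are not given in the sources used here. Symbols and positions come from GENCODE release M21 (GRCm38), in which 46488 of the identifiers have a symbol. The methods give a p threshold of 0.05 between LPS and LPS + Dex and a 2-tailed test for individual comparisons. They name Graphpad Prism for data analysis in general, but the sequencing part names no program for the test of the genes.

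The values are not counts. Relative library totals were read from the steps that 1 fragment makes in the FPKM of weakly expressed genes, and ranged from 15837203 to 31955298 fragments over all libraries. With gene lengths from the annotation, 55.4% to 63.8% of genes under 10 fragments came out whole within 0.001 fragments. A single fragment on a gene of 1 kb was worth 0.0313 to 0.0631 FPKM, so differences below that size cannot be resolved. Pearson correlations of log2(FPKM + 1) across genes between replicates of one group were 0.967 to 0.993, and no pair of libraries shared an identical value above 0 for any gene.

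The libraries in Supplementary Table 1 were identified by comparing its z-scores with z-scores computed from each library. The second sheet of that table was used whole. Of the 2163 genes of the first sheet, 1999 were used here with their symbols.

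Genes were tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with trend, 2-sided) on log2(FPKM + 1), for genes with a mean FPKM of at least 1 over the libraries fitted. The Benjamini-Hochberg method was applied at 0.05. LPS + Dex against LPS and the comparisons with vehicle were fitted on the 11 wild-type vehicle, Dex, LPS and LPS + Dex libraries in 4 groups, so that LPS, with 2 libraries, shares the spread of the others. The libraries labelled AMPKα1−/−, the interaction of genotype with the response (8 groups), and DAMPs + Dex against DAMPs were fitted in the same way. DAMPs against vehicle and the libraries labelled AMPKα1−/− against wild-type were added after the data had been seen.

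Gene lists for the TCA cycle, the respiratory chain, mitochondrially encoded genes, the mitochondrial and the cytosolic ribosome, translation initiation, sphingolipid metabolism, HIF1 targets, glycolysis, glutathione metabolism, the lysosome, neutrophil granules, glucocorticoid-induced genes, inflammatory genes and interferon-stimulated genes were written by hand, in place of the ontology and KEGG terms of the paper, which were not used here. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Enrichment of lists among raised genes and in cluster 3 was tested with Fisher's exact test (2-sided). K-means used 3 clusters and 50 starts on z-scores per gene. Clustering, Fisher's exact tests and tables used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and figures used matplotlib 3.10.9.

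Genes named in the text are those the paper names, the 5 largest rises and 5 largest falls for LPS + Dex against LPS among called genes whose LPS + Dex libraries all lay on one side of the LPS libraries, the 3 largest changes in each cluster, and the genes of the TCA cycle list, except 1 that is not reported here. To these come up to 3 genes with the largest change in each other list among those at an unadjusted p under 0.05, the 3 genes with the smallest p for the interaction and for DAMPs + Dex, and the genes of Supplementary Table 3. Values of Supplementary Tables 1 and 3 had been read when this rule was written.

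Replicate numbers were checked by the correlation of deviations from the group means between same-numbered libraries. For LPS and LPS + Dex labelled AMPKα1−/− these were 0.37, 0.37 and 0.34, each over the 0.1 set for taking numbers as pairs. The sources used here do not say what a number marks.

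The alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, centring of libraries on one median, quantile normalization, only the groups compared, only the libraries of Supplementary Table 1, a linear model per gene without moderation, the replicate number as a block, and leaving out each library in turn. The lists, tests, libraries fitted, rule for named genes and these alternatives were fixed before the data were examined. FPKM multiplied by the library total was added as an alternative after that scale had been found in Supplementary Table 1.

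The fits were tested on simulated data in which 200 genes were changed by 1.5 on the log2 scale. No other difference between groups was simulated, and the noise of each gene was drawn independently of other genes. Changed genes that fell below the filter after simulation were left out of the percentages. For LPS + Dex against LPS in wild-type, 87.6% of the changed genes still tested were called, with 9 false calls among 11292 genes tested. For the libraries labelled AMPKα1−/− these values were 92.8%, 12 and 11059, for DAMPs + Dex against DAMPs 94.3%, 11 and 11276, and for the interaction 81.9%, 12 and 11173.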

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

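Every test of an explanation in this part was chosen after the result it concerns had been seen, and so were the comparisons of DAMPs with vehicle and between genotypes. The fits of LPS + Dex against LPS in the libraries labelled AMPKα1−/−, of the interaction and of DAMPs + Dex against DAMPs were planned.

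Libraries labelled AMPKα1−/− were sequenced beside the wild-type ones, and the paper does not report on them. The targeted gene, Prkaa1 (ENSMUSG00000050697, chromosome 15 from 5143861 to 5181899), had 8.59 to 26.1 FPKM in the 17 wild-type libraries (median 15.3) and 9.05 to 24.0 FPKM in the 18 libraries labelled AMPKα1−/− (median 15.1). Its log2 fold change was −0.04 (standard error 0.10, adjusted p = 0.77 from limma), so the labels are used here as names only. The tables argue against some libraries carrying the wrong genotype label: 5 genes have every wild-type library on one side of every library labelled AMPKα1−/−, namely Eno1b, Gm4735, Zfp984, Klk1b22 and Zfp991. These genes were named after their values were seen, and no random regrouping of the libraries gave such a gene, and regrouping whole replicate numbers gave at most 1. Transcription kept although part of the gene is deleted cannot be told apart from an intact gene, since FPKM values carry no information per exon.

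In the libraries labelled AMPKα1−/−, a label that Prkaa1 does not bear out, 4205 of 11226 genes differed between LPS + Dex and LPS (2133 higher, 2072 lower), which is a signal in data the paper did not analyse. Across 11102 genes tested in both genotypes, which are not independent replicates, the fold changes had a Pearson correlation of 0.96 with those in wild-type libraries. Of the genes called, 2815 were shared, all in the same direction. The interaction term tested the difference between genotypes itself, and limma called 0 of 11356 genes, with 305 at an unadjusted p under 0.05. Without a filter 39 were called, with FPKM multiplied by the library total 1, and without the library labelled AMPKα1−/− LPS replicate 2 also 2. Arg1, Tmem119 and Samd11 had the smallest p. In simulated data of this design, 81.9% of the genes changed by 1.5 on the log2 scale and still tested were called. Of the 10 ways to split the 3 LPS + Dex and 3 LPS libraries, 1 gave as many genes, the real one, and a count of 10 splits cannot exclude chance. Of the splits, 3 others also part each LPS + Dex library from the LPS library of its number, and they gave 0 genes, while those that part 1 such pair gave at most 1.

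Between the genotypes, 2432 of 11354 genes were called, 1030 higher and 1402 lower in the libraries labelled AMPKα1−/− (42.4% higher, which became 58.7% with libraries centred on one median and 54.1% with quantile normalization). Of 100 splits of the libraries 1 gave as many genes, the real one, which excludes chance only if the libraries are independent. If a replicate number marks a shared source such as a mouse, which the sources used here do not say, the 3 numbers of each genotype make 10 splits, of which 1 gave as many genes, the others gave 3 to 128, and chance cannot be excluded. The genes with the smallest p gather on chromosome 4: of the 100 with the smallest p, 20 lie on it from 140 Mb onward, among 143 tested there (odds ratio 22.6, Fisher's exact test, 2-sided, p = 5.9e-19), and 11 of them are lower in the libraries labelled AMPKα1−/−. They include Fblim1 (−3.73), Clstn1 (−1.92), Samd11 (−1.18) and Eno1 (0.90). A strain segment around the targeted gene would place such genes on chromosome 15 near Prkaa1, but 0 of the 100 lie within 10 Mb of it, where 36 genes were tested. A strain segment elsewhere may explain the position of the 20 genes on chromosome 4, but it cannot be told apart from a difference in regulation, because the files hold no sequence. Eno1b had 34.6 to 179 FPKM in wild-type libraries and at most 0.37 FPKM in the others, while Eno1, a near-identical gene, was higher there. Reads could be shared between Eno1 and its copies Eno1b and Gm4735, so these values are uncertain. The loss of AMPKα1 itself was not tested as an explanation, since Prkaa1 does not differ.

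DAMPs (damage-associated molecular patterns) were given in libraries on which the paper does not report. Between DAMPs + Dex and DAMPs, 2579 of 11331 genes differed (1224 higher, 1355 lower). Tsc22d3, Fkbp5 and Ddit4 had the smallest p. Of the genes called, 1637 were also called for Dex against vehicle, all in the same direction. Across 11104 genes the fold changes of these comparisons, which share no libraries, had a Pearson correlation of 0.81. Both fits take the vehicle and Dex libraries into the spread, so the calls are not fully independent. Of 10 splits of the DAMPs + Dex and DAMPs libraries 1 gave as many genes, the real one, and the others gave 0. A count of 10 splits cannot exclude chance, because the real split is always 1 of the 10. Against vehicle, DAMPs changed 48 genes (27 higher, 21 lower), with 1058 at an unadjusted p under 0.05. Here too 1 of 10 splits gave as many called genes. Another split gave 2697 genes at an unadjusted p under 0.05, more than the real one, and chance cannot be excluded. This count rests on single libraries: it was 13 without wild-type DAMPs replicate 1, 251 without DAMPs replicate 2, 25 without Dex replicate 1, 25 without Dex replicate 2 and 28 without Dex replicate 3. It was 5, 23 and 7 without vehicle replicate 1, 2 or 3. No biological explanation was tested for the difference between DAMPs and vehicle.

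Saa3 had a mean of 168162 ± 51338 FPKM (SD, n = 3) with LPS + Dex, at 125958, 153213 and 225316 FPKM in replicates 1, 2 and 3, against 55512 ± 2405 FPKM (SD, n = 2) with LPS. The paper does not discuss this gene. The log2 fold change was 1.56 between LPS + Dex and LPS (standard error 0.63, adjusted p = 0.088 from limma, all 3 LPS + Dex libraries above both LPS libraries) and 8.90 between LPS and vehicle (adjusted p = 5.4e-07). With the replicate number as a block, the former was 1.78 and was called (adjusted p = 0.015 from limma), the only call among 10 alternatives. Reads shared between paralogs were weighed as a technical explanation: Saa1 and Saa2 together reached at most 0.0362% of the Saa3 value in a LPS + Dex library, which argues against reads of these paralogs as the source. The libraries labelled AMPKα1−/−, whose Prkaa1 is not lower, had Saa3 at 16.5%, 17.1% and 21.5% of the FPKM sum with LPS + Dex and at 5.51%, 7.58% and 3.74% with LPS. Depth does not set the share within a library. Treatment remains as the biological explanation that the design names, with contamination by another cell type not tested.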

How the results depend on the processing

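FPKM multiplied by library total was chosen as an alternative after the data had been seen, as were the comparisons of DAMPs with vehicle and between genotypes. The other alternatives were planned. All of them were run for LPS + Dex against LPS, but not for every other result. No result changed direction and stayed called. A count of genes was taken as kept when it lay within a factor of 1.5 of the count in the original fit. A tested change was taken as kept when its direction and side of the threshold stayed the same. Of the results that answer a comparison, 212 of their values under other settings were kept, 22 moved, 4 lost the call and 1 gained it. For named genes 1138 values were kept, 106 lost the call and 6 gained it. With single libraries left out, 287 values of the former were kept and 16 moved, and for named genes 1310 were kept, 72 lost the call and 4 gained it.

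The linear model per gene without moderation called 733 genes for LPS + Dex against LPS, 2503 in the libraries labelled AMPKα1−/− (whose Prkaa1 is not lower), 888 for DAMPs + Dex against DAMPs and 0 for DAMPs against vehicle. Fewer degrees of freedom for the spread show the cause by construction. With only the groups compared, LPS + Dex against LPS gave 2065 genes and DAMPs against vehicle 1. FPKM multiplied by library total gave 2076 genes for LPS + Dex against LPS, 1344 for Dex against vehicle, 3739 for LPS + Dex against vehicle and 1 for the interaction. The libraries of Supplementary Table 1 gave 1482 genes for Dex against vehicle, with fewer samples. Without a filter, the interaction gave 39 genes and DAMPs against vehicle 19, and with a pseudocount of 0.1 the latter gave 29. Apart from the model and the number of samples, the cause was not tested. Of the 3311 genes called for LPS + Dex against LPS, 2996 were also called with libraries centred on one median, 3036 with quantile normalization, 2785 without a filter, 3243 with a pseudocount of 0.1, 1988 with only the groups compared, 2055 with FPKM multiplied by library total and 677 without moderation.

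Scaling changed the split of calls against vehicle. For LPS, 36.3% of 5872 called genes were higher, against 47.1% with libraries centred on one median and 45.4% with quantile normalization. For LPS + Dex 32.3% of 5669 were higher, against 50.6% and 49.5%. With FPKM multiplied by library total these shares were 53.1% and 55.3%. For LPS + Dex against LPS the share was 48.3%, and 55.5% and 57.2% under centring and quantile normalization, 51.0% with FPKM multiplied by library total and 72% with FPKM scaled to the fragments outside 15 abundant genes.

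Among the clusters, centring libraries on one median gave medians of 0.17 for cluster 1 with Dex against vehicle, 0.67 for cluster 2 with LPS against vehicle and 0.78 for cluster 3 with LPS + Dex against vehicle. FPKM multiplied by library total gave 0.80 and 0.85 for the last 2 of these. For LPS + Dex against vehicle the median of cluster 2, at −0.08, became 0.15 with centring. The K-means index was 0.88 with FPKM multiplied by library total and 1.00 with the z-scores of Supplementary Table 1. The values themselves are the cause there by construction.

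With an estimated correlation over the 11 libraries, camera gave adjusted p of 0.10 for the TCA cycle and 0.29 for the respiratory chain. For sphingolipid metabolism the adjusted p was 0.46 and for HIF1 targets 0.29. These calls were lost, as were those of mitochondrially encoded genes (0.071), inflammatory genes (0.067) and the cytosolic ribosome (0.73). With fry the cytosolic ribosome also lost its call (0.37), while translation initiation (0.031) and glutathione metabolism (0.024) gained one. The correlation allowed between genes is the only change in these settings, apart from the test itself.

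For Hif1a, the linear model without moderation gave −1.07 with an adjusted p of 0.13 (alternatives from 2.4e-04 to 0.13). Dnm1l lost its call with FPKM multiplied by library total (−0.64, adjusted p = 0.19), without a filter (−0.66, 0.098), with only the groups compared (−0.66, 0.13) and without moderation (−0.66, 0.31), over a range of 0.018 to 0.31. Mfn2 lost it with FPKM multiplied by library total (0.69, 0.070), with only the groups compared (0.67, 0.082), without moderation (0.67, 0.22) and in the libraries of Supplementary Table 1 (0.59, 0.057), over a range of 0.0011 to 0.22. For the scaling and the filter the cause was not tested.

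With single libraries left out, LPS + Dex against LPS gave 1992 genes without LPS replicate 2 and 2185 without LPS replicate 3, and up to 3809 otherwise. Dex against vehicle gave 1596 genes without Dex replicate 2, 1736 without vehicle replicate 2 and 1791 without vehicle replicate 3, and up to 3624. DAMPs against vehicle ranged from 5 to 251: 13 and 251 without DAMPs replicates 1 and 2, 25, 25 and 28 without Dex replicates 1, 2 and 3, and 5, 23 and 7 without vehicle replicates 1, 2 and 3. The interaction ranged from 0 to 2 (2 without the library labelled AMPKα1−/− LPS replicate 2, and 305 genes at an unadjusted p under 0.05 in limma with all libraries), LPS against vehicle from 4532 to 6496 and LPS + Dex against vehicle from 4623 to 6120. The libraries labelled AMPKα1−/− gave 3497 to 4442, DAMPs + Dex against DAMPs 2082 to 2537 and the comparison of genotypes 1783 to 3331. For the K-means index the range was 0.46 (without LPS replicate 2) to 0.69 (without Dex replicate 1). Dnm1l ranged from −0.86 to −0.46 and Mfn2 from 0.57 to 0.86, with the lost calls at LPS replicate 2 (Dnm1l −0.54, Mfn2 0.65) and LPS replicate 3 (−0.77 and 0.69). Dnm1l also lost its call without LPS + Dex replicate 2 (−0.65), LPS + Dex replicate 3 (−0.46), each Dex replicate, or vehicle replicates 1 and 3 (−0.66 each). Where 1 LPS library remained, it is assumed to vary like the other groups.

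Deviations from the group means correlated by over 0.1 in 26 of 40 wild-type pairs of same-numbered libraries (from −0.46 to 0.75) and in 28 of 45 pairs labelled AMPKα1−/− (from −0.49 to 0.46). For the wild-type comparisons with vehicle and with DAMPs at least 1 pair lay below that value, and LPS with LPS + Dex has only 2 pairs (0.34 each), so there the numbers are not taken to pair the libraries. They are for LPS and LPS + Dex in the libraries labelled AMPKα1−/−, where 4304 genes were called with the block, 4071 of the 4205 called without it among them. With the number as a replicate block, 3096 of the 3311 genes for LPS + Dex against LPS were also called, and DAMPs against vehicle gave 128 genes. The mitochondrial ribosome list (adjusted p = 0.021 from camera) and Saa3 (1.78, 0.015 from limma) gained a call with it, and Ogdh (0.43, 0.064) and Sucla2 (0.31, 0.096) lost theirs.

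Depth limits weakly expressed genes: 1 fragment on a gene of 1 kb is 0.0313 to 0.0631 FPKM, well below the mean of 1 FPKM at which genes were tested.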

Differences from the paper's values

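At an unadjusted p under 0.05 the first sheet of Supplementary Table 1 holds 2163 genes between LPS and LPS + Dex, which is the paper's count, and the fit of the 11 wild-type libraries gave 4472. Of the alternatives set before the data were examined, the linear model per gene without moderation (3023) came within 1.5 times the paper's count. A mean FPKM of at least 5 (3593), only the groups compared (3519), a pseudocount of 0.1 (4535), the libraries of Supplementary Table 1 (4584), the replicate block (4664), centring on one median (4715), quantile normalization (4794) and no filter (6115) did not, nor did leaving out any 1 library (3323 to 5072). FPKM multiplied by library total, chosen after seeing the values, gave 3217 and came within that factor.

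In the paper's table 80.4% of these genes are lower in LPS + Dex, and in the fit of the 11 libraries 51.1% were. The difference was under 1.5 times without a filter (58.1%), with the replicate block (53.8%), in the libraries of Supplementary Table 1 (58.1%) and without LPS + Dex replicate 1 (59.1%). It was not with the other alternatives set before the data were examined: a mean FPKM of at least 5 (50.6%), only the groups compared (52.6%), no moderation (53.1%), a pseudocount of 0.1 (50.1%), centring on one median (44.0%) and quantile normalization (42.4%). Leaving out other libraries gave 43.7% to 53.5%, and FPKM multiplied by library total, over the 11 libraries, 48.5%. A further setting, chosen after seeing the values, took the libraries of Supplementary Table 1 and FPKM multiplied by library total. With a 2-sample comparison per gene with equal variances, 2923 genes passed and 76.8% of them were lower. On this scale and with that comparison, all 696 genes of the second sheet kept the paper's call.

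Fold changes of the second sheet equal, within 4.99e-06, those from FPKM multiplied by library total in the same libraries. On the FPKM scale, over the 11 libraries, 17 of 41 genes named both here and in that sheet differ from the paper's values by more than the replicate SD, and 0 have the other sign. Leaving out 1 library gave 8 (without LPS + Dex replicate 1), 29 (without LPS + Dex replicate 3) or 13 to 21 genes, and FPKM multiplied by library total, over the 11 libraries and chosen after seeing the values, 22. That number was 8 in the libraries of Supplementary Table 1 and 12 with the replicate block, 17 with a mean FPKM of at least 5, without a filter, with only the groups compared and without moderation, and 24 to 28 with a pseudocount of 0.1, quantile normalization or centring.

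The paper describes cluster 1, which it calls less well defined, as genes that go up when Dex is added. Of its 249 genes, 185 were higher with Dex than with vehicle over the 11 libraries, but 159 were lower with LPS + Dex than with LPS, and the paper's own fold changes for the latter comparison are below 0 for 169. Among called genes of the cluster, however, 74 were higher and 34 lower in that comparison, and 69 and 46 in the libraries of Supplementary Table 1.

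The paper did not find regulation of Drp1 and Mf2, among others, by glucocorticoids in its sequencing. It names timing or a change in activity rather than expression as possible reasons. Between LPS + Dex and LPS, Dnm1l changed by −0.66 (adjusted p = 0.047 from limma, lower in 3 of 3 LPS + Dex libraries) and Mfn2 by 0.67 (adjusted p = 0.010, higher in 3 of 3). Dnm1l is itself listed in cluster 2 of the paper's table. Opa1 (0.17) and Mfn1 (0.04) were not called in this comparison. Mfn1 was higher with Dex than with vehicle (0.62, adjusted p = 0.0032 from limma, all Dex libraries above all vehicle libraries), also in the libraries of Supplementary Table 1 (0.61, 0.027), and with DAMPs + Dex than with DAMPs (0.40, 0.0098). The first of these calls was lost with FPKM multiplied by library total (0.57, 0.14) and the last with only the groups compared (0.063) or without moderation (0.069), and neither when 1 library was left out. Between LPS + Dex and LPS, Dnm1l was not called with FPKM multiplied by library total, without a filter, with only the groups compared or without moderation, and Mfn2 was not called with the first of these, the last 2 of these or the libraries of Supplementary Table 1. Leaving out LPS replicate 2 or LPS replicate 3 removed the call of Mfn2 (0.65 and 0.69) and of Dnm1l (−0.54 and −0.77). For Dnm1l the same holds for LPS + Dex replicate 2 (−0.65), LPS + Dex replicate 3 (−0.46), and each Dex replicate and vehicle replicates 1 and 3 (−0.66 each).

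The paper reports terms of neutrophil biology as highly enriched among raised genes. The neutrophil list written by hand had 6 of 10 genes higher and 4 lower, with camera giving an adjusted p of 0.32, although S100a8 (5.28) and Lcn2 (3.81) rose. No setting called this list.

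The legend of Figure 1B gives another number of samples per group than Supplementary Table 1, which holds 2 columns of z-scores per treatment.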

Other observations

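All tests of explanations in this part were chosen after the results they concern had been seen, except the test of Dnm1l under centring, which was planned.

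The z-scores, fold changes and p-values of Supplementary Table 1 match FPKM that were multiplied back by the library totals. For the z-scores the largest difference was 5.0e-06, against 2.14 when FPKM were used as deposited, which is what values not divided by library size would give. The p-values match a 2-tailed 2-sample comparison with equal variances on that scale. The mean total of the libraries in question was 22541030 fragments with LPS and 20665485 with LPS + Dex, a log2 ratio of −0.13. With FPKM, and the same libraries and comparison, 284 of the 696 genes of the second sheet were under 0.05 and 412 were not, 2 genes had the other sign, and the log2 fold change was higher by a median of 0.14.

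More genes fall than rise in that table. Values not divided by library size cannot be the whole cause: over the 11425 genes tested, 76.8% of 2923 genes under 0.05 were lower on that scale, and 58.7% of 2418 were still lower with FPKM. A few genes taking a large part of the fragments were weighed as a further cause: 15 genes, Saa3 first, hold at least 1% of the FPKM sum in some wild-type library of the 4 groups, together 19.9% and 21.1% in the LPS libraries and 29.0%, 32.0% and 39.1% with LPS + Dex. With FPKM scaled to the fragments outside these genes, 31.1% of 2763 genes were lower, so the excess was not only removed but turned. With FPKM brought to one median per library it was 47.0% of 2550 genes, but that scaling evens the balance whatever the cause. These genes may therefore account for the rest of the excess, but this scale goes past an even balance, and the values do not say which scale is right. A loss of RNA from most genes in these cells was not tested.

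The first sheet of Supplementary Table 1, as used here, holds 5 dates in place of gene symbols. Its lowest log2 fold change is −5.62. On the same scale 103 genes fell by more, and 0 of them are among the 1999 entries used here. The 164 entries not used here follow a log2 fold change of 1.06 in a sheet whose other entries ascend throughout, so falls of that size have no place among them if the order holds to its end. Il1b, Il6, Ptgs2 and Cxcl10 belong to these, with changes on log2(FPKM + 1) over the 11 libraries of −6.82, −6.86, −8.31 and −9.07. No explanation was tested.

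For LPS + Dex against vehicle, 1831 of 5669 called genes were higher, and for LPS against vehicle 2131 of 5872. With FPKM scaled to the fragments outside the 15 abundant genes, the share of higher genes for LPS + Dex was 62.7%, so the excess of falls may come from a few genes taking a large part of the fragments, although this scale turns the balance rather than evening it. For LPS it was 45.3% (2644 of 5840), so some excess of falls stayed there. With FPKM multiplied by library total the shares were 55.3% for LPS + Dex and 53.1% for LPS, without an excess of falls, so the balance against vehicle depends on the scale. Other causes were not tested. For Dex against vehicle, 2710 genes were called (1286 higher, 1424 lower). The share of higher genes, 47.5%, became 37.6% with FPKM multiplied by library total and 55.2% with only the groups compared. With FPKM scaled to the fragments outside the 15 abundant genes it was 53.2%. The number of called genes was 1596 without Dex replicate 2, 1736 without vehicle replicate 2 and 1791 without vehicle replicate 3. Of the 10 ways to split the 3 against 3 libraries, 1 gave as many genes for Dex against vehicle, the real one, and 1 of 10 for LPS + Dex against vehicle. The other splits gave 0 called genes in both comparisons. A count of 10 splits cannot exclude chance for either, because the real split is always 1 of the 10. Of the genes called for Dex against vehicle, 1637 were also called for DAMPs + Dex against DAMPs, all in the same direction. The fold changes of the latter come from other libraries. Both fits, however, take the vehicle and Dex libraries into the spread, so the calls are not fully independent.

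The fall of Dnm1l from LPS to LPS + Dex was −0.66, and −0.58 with libraries centred on one median, with the call kept, which argues against a few genes taking a large part of the fragments as its whole cause. Regulation by Dex remains open, with the call itself lost when LPS replicate 2 (−0.54) or LPS replicate 3 (−0.77) was left out. It was also lost without LPS + Dex replicate 2 (−0.65), LPS + Dex replicate 3 (−0.46), any Dex replicate, or vehicle replicates 1 and 3 (−0.66 each). In the libraries labelled AMPKα1−/−, whose Prkaa1 is not lower, Dnm1l fell too (−0.46, adjusted p = 0.014 from limma), with the call lost without LPS replicate 2 (−0.41), without LPS + Dex replicate 3 (−0.37), without moderation (−0.46) and with FPKM multiplied by library total (−0.40). Mfn2 rose there by 0.71 (adjusted p = 4.1e-04) and kept its call in every setting.

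Other genes that the paper names in experiments outside these libraries had the following log2 fold changes of LPS + Dex against LPS over the 11 libraries. Tsc22d3 rose by 5.91 (adjusted p = 7.8e-10 from limma), Dusp1 by 2.68 (7.6e-07) and Ndufa12 by 0.75 (0.0046), although Ndufa12 was not called without LPS replicate 2 (0.58). Ndufa6 changed by 0.42 (0.12) and was called without LPS + Dex replicate 1 (0.56). Tnf fell by 3.96 (6.4e-07), Gstt3 changed by −0.41 (0.27) and Nr3c1, which encodes the glucocorticoid receptor, by 0.26 (0.53). Gstt3 is not among the genes of Supplementary Table 3.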
